# Histone macroH2A1.2 promotes metabolic health and leanness by inhibiting adipogenesis

**DOI:** 10.1186/s13072-016-0098-9

**Published:** 2016-10-25

**Authors:** Valerio Pazienza, Concetta Panebianco, Francesca Rappa, Domenico Memoli, Michela Borghesan, Sara Cannito, Asami Oji, Giuseppe Mazza, Domenico Tamburrino, Giuseppe Fusai, Rosario Barone, Giulia Bolasco, Francesc Villarroya, Joan Villarroya, Kiyotaka Hatsuzawa, Francesco Cappello, Roberta Tarallo, Tomoko Nakanishi, Manlio Vinciguerra

**Keywords:** Histone variants, macroh2a1.2, Adipose tissue, Obesity

## Abstract

**Background:**

Obesity has tremendous impact on the health systems. Its epigenetic bases are unclear. MacroH2A1 is a variant of histone H2A, present in two alternatively exon-spliced isoforms macroH2A1.1 and macroH2A1.2, regulating cell plasticity and proliferation, during pluripotency and tumorigenesis. Their role in adipose tissue plasticity is unknown.

**Results:**

Here, we show evidence that macroH2A1.1 protein levels in the visceral adipose tissue of obese humans positively correlate with BMI, while macroH2A1.2 is nearly absent. We thus introduced a constitutive GFP-tagged transgene for macroH2A1.2 in mice, and we characterized their metabolic health upon being fed a standard chow diet or a high fat diet. Despite unchanged food intake, these mice exhibit lower adipose mass and improved glucose metabolism both under a chow and an obesogenic diet. In the latter regimen, transgenic mice display smaller pancreatic islets and significantly less inflammation. MacroH2A1.2 overexpression in the mouse adipose tissue induced dramatic changes in the transcript levels of key adipogenic genes; genomic analyses comparing pre-adipocytes to mature adipocytes uncovered only minor changes in macroH2A1.2 genomic distribution upon adipogenic differentiation and suggested differential cooperation with transcription factors. MacroH2A1.2 overexpression markedly inhibited adipogenesis, while overexpression of macroH2A1.1 had opposite effects.

**Conclusions:**

MacroH2A1.2 is an unprecedented chromatin component powerfully promoting metabolic health by modulating anti-adipogenic transcriptional networks in the differentiating adipose tissue. Strategies aiming at enhancing macroH2A1.2 expression might counteract excessive adiposity in humans.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0098-9) contains supplementary material, which is available to authorized users.

## Background

The current pandemic in obesity/metabolic syndrome (with 30–50% of the overall population affected in the Western world) is a risk factor for many types of diseases, including cardiovascular diseases and cancer. Epigenetic mechanisms of nuclear chromatin remodeling are increasingly recognized as crucial factors in the pathophysiology of obesity and related complications [1]. In fact, metabolic alterations in peripheral tissues are triggered at the cellular level by changes in gene transcriptional patterns dependent on the degree of nuclear chromatin compaction. The latter is regulated at several levels, allowing transcriptional plasticity. For instance, epigenetic marks such as DNA methylation are intensely investigated for their causal and associative role in the determination of body mass index (BMI) [2–4]. A recently emerged alternative mechanism of transcriptional plasticity is the replacement of canonical histones, around which DNA is wrapped (H2A, H2B, H3 and H4), with the incorporation of histone variants, mostly of histones H2A or H3 [5–7]. The histone variant of H2A, known as macroH2A1, is believed to act as a strong transcriptional modulator that can either repress transcription or activate it in response to as yet undefined nutrients or growth signals [8–13]. The impact of macroH2A1 on transcriptional processes has now come to take a center stage in the plasticity of stem cell differentiation and in the pathogenesis of a growing number of cancer types [14–17]. MacroH2A1 is composed of a domain displaying 66% homology with histone H2A, and a domain called macro that is conserved in multiple functionally unrelated proteins throughout the animal kingdom and that can bind in vitro with tight affinity ADP-ribose-like metabolites, providing a direct molecular interaction between intermediate metabolism and the chromatin, whereby a metabolite can tweak gene expression in vitro [18]. MacroH2A1 is in turn present in two alternatively exon-spliced isoforms, macroH2A1.1 and macroH2A1.2, which differ for a few amino acids [18]. Whether these two isoforms play different roles in cell plasticity is debated and context dependent; however, most reports support a pro-differentiation role for macroH2A1.1 and an anti-differentiation and pro-proliferative role for macroH2A1.2 [14–17, 19, 20]. Mice models, knockout (KO) for the whole macroH2A1 gene, have been reported. In KO mice generated in the pure C57BL/6 J background, modest developmental changes in macroH2A1-mediated gene regulation under a standard diet, and a very mild systemic protection against obesity upon a high fat regimen, were observed [21, 22]. By contrast, in KO mice for macroH2A1 generated in a mixed background a variable hepatic lipid accumulation in 50% of the females has been described, without changes in body weight [23]. Therefore, despite compelling in vitro evidence that macroH2A1 modulates gene expression programs involved in cell metabolism, proliferation and differentiation, the existing evidence for its role at the organism level upon nutritional stress, especially during fat accumulation obesity, is controversial. Moreover, data deriving from KO approaches might be often influenced by functional redundancy or compensatory effects between the isoforms. Under a standard diet, in SWR/J mice, featuring a higher metabolic health and a better triglyceride metabolism compared to common BALB/cByJ and C57BL/6J strains, a >threefold increase in hepatic basal mRNA levels of macroH2A1.2, among the top 15 upregulated genes, was found [24]. Conversely, in genetic or dietary mice models of non-alcoholic fatty liver disease (NAFLD), a disorder that is present in 90% of obese subjects, the hepatic content of macroH2A1.2, but not of macroH2A1.1, is augmented [25].

The in vivo role of macroH2A1 isoforms in lipid metabolism and obesity is thus unclear. Here, we challenged newly generated macroH2A1.2–EGFP transgenic (Tg) mice [26] with an obesogenic high fat diet (60% energy from lard): Our findings identify macroH2A1.2 as a new and potent epigenetic inhibitor of adipogenesis. Its systemic overexpression leads to a spectacular protection from obesity and its related complications. Mechanistically, macroH2A1.2 strongly impaired adipogenesis, both in vitro and in vivo.

## Results

Differential association between macroH2A1.1 and macroH2A1.2 protein levels and BMI in human adipose tissue.

In various cell types, macroH2A1.1 displays an anti-proliferation role, while macroH2A1.2 has an anti-differentiation and pro-proliferative role [14–17, 19, 20]. Adult adipocytes are considered terminally differentiated cells. Here, we employed human visceral adipose tissue from obese subjects versus mildly overweight subjects to study the correlation between macroH2A1 isoform protein levels and body weight. Visceral adipose tissue biopsies were excised from patients with body mass index (BMI) ranging from 25 to 40, while they underwent abdominal surgery. Patient characteristics (sex, age, pathology) are described in Additional file 1: Supplementary Table I (Supplementary Material). Consistent with macroH2A1.2 being expressed at low levels in differentiated tissues, immunoblotting analysis showed that it was barely detectable at high exposure in human adipose tissue (Fig. 1a). Conversely, macroH2A1.1 isoform was found expressed, with a trend toward higher levels in subjects with high BMI (30–40) compared to subjects with lower BMI (25–26, mildly overweight) (Fig. 1a). Consistent with human data, confocal immunofluorescence analysis of white adipocytes in adipose tissue from wild-type mice revealed strong nuclear positivity (*green*) of macroH2A1.1 and absence of macroH2A1.2 isoform (Fig. 1b, left). Immunoblotting analysis confirmed a very weak expression of macroH2A1.2 compared to macroH2A1.1 in the adipose tissue (Fig. 1b, right).

**Fig. 1:**
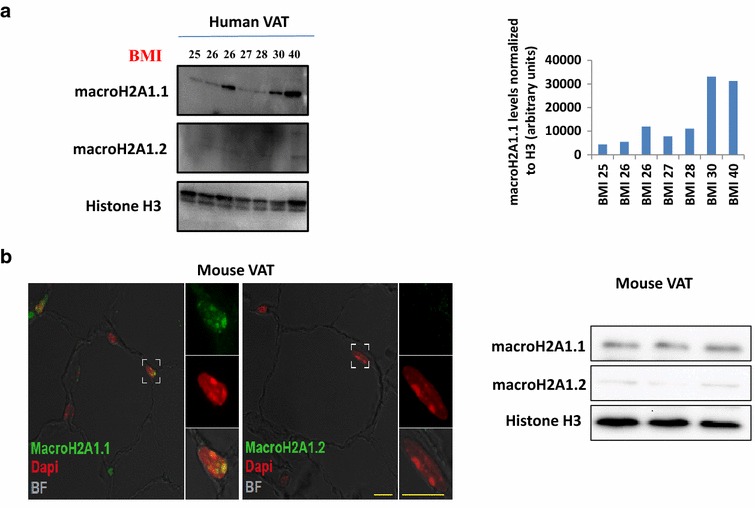
Expression of macroH2A1 isoforms in human and mouse adipose tissue. **a** *Left panel* representative immunoblots of visceral adipose tissue (VAT) human biopsies from subjects with increasing BMI (25, 26, 27, 28, 30, 40), using antibodies against macroH2A1.1, macroH2A1.2 and H3. *Right panel* densitometric quantification of macroH2A1.1 levels normalized to H3 loading control as in the *left panel*, expressed as arbitrary units. **b** *Left* representative confocal images of adipose tissue sections immunolabelled for macroH2A1.1 or macroH2A1.2. MacroH2A1.1 (*left panel*, *green*) is highly expressed in mouse adipocytes, and higher magnification inset shows its subcellular localization in macrochromatin bodies and overlapping signals with DAPI (*red*) are shown in *yellow*. MacroH2A1.2 (*right panel*, *green*) appears not expressed in mice adipose tissue. *Scale Bars* 10 μm. *Right* representative immunoblots of visceral adipose tissue from three wild-type mice, using antibodies against macroH2A1.1, macroH2A1.2 and H3

### MacroH2A1.2 transgenic (Tg) mice are leaner independently of food intake and energy expenditure

As human adult adipose tissue seems devoid of macroH2A1.2, we sought to study the effect or reintroducing the protein by systemic transgenic overexpression. We used a fusion plasmid (pCX-MH2A/EGFP) consisting of a CAG promoter, a chimeric cDNA encoding mouse macroH2A1.2 (GenBank accession number AF171080) and a fusion polypeptide with EGFP at the C terminus of macroH2A1.2 to generate macroH2A1.2–EGFP transgenic (Tg) mouse lines by DNA microinjection into pronuclear stage embryos [26] (Fig. 2a). Tg mice were healthy and fertile, and green fluorescence could be detected neonatally throughout the body [26] (Fig. 2b). The fusion protein could be easily detected in nuclear extracts of internal organs such as the kidney and liver by immunoblot analysis: A band of 42 kDa was detected in both wild-type and Tg mice using an anti-macroH2A1 antibody, whereas a band of 67 kDa was detected only in Tg organs, consistent with the expected size of the macroH2A1.2–EGFP and detected with an anti-GFP antibody [26] (Fig. 2c). Endogenous macroH2A1.1 expression in these organs was not changed upon overexpression of macroH2A1.2–EGFP transgene (*data not shown*). In the visceral adipose tissue, macroH2A1.2 immunopositivity was detected by confocal microscopy in the Tg, but it was absent in wild-type mice (Additional file 2: Figure S1). Quantitative EchoMRI/CT scan showed that Tg mice were in average ~5% shorter than wild type (Fig. 3a, *p* < 0.0001), with ~20% less lean mass and ~fivefold lower fat mass (Fig. 3b, *p* < 0.0001). Consistently, macroH2A1.2 Tg mice were also macroscopically leaner under a standard (chow) diet (Fig. 3c, upper panels). Similarly, when fed an obesogenic (12 weeks, 60% energy from lard [22]) high fat (HF) diet, macroH2A1.2 Tg mice appeared leaner and protected from fat induced-increased adiposity to the naked eye (Fig. 3c, lower panels). Accordingly, body weight of age-matched Tg mice was strikingly lower than wild-type mice both under a chow diet (26.4 ± 0.9 versus 33.9 ± 1.1, *p* < 0.0001) and under a HF diet (36.3 ± 2.1 vs 44.9 ± 1.2, *p* < 0.0001) (Fig. 3d). Of note, the weight of macroH2A1.2 Tg mice fed an obesogenic HF diet was not statistically different than the baseline one of wild-type mice fed a chow diet (36.3 ± 2.1 versus 33.9 ± 1.1, ns). These variations in body weight were mirrored by profound differences in the visceral adipose fat ratio as determined by EchoMRI/CT scan analysis (Fig. 3e): macroH2A1.2 Tg mice displayed more than threefold lower visceral adiposity compared to wild type fed a chow diet (8.6 ± 3.7 versus 26.5 ± 2, n = 8, *p* < 0.0001). Consistently, under HF diet Tg mice accumulated significantly less total visceral fat than wild-type mice (Fig. 3e). These large differences in body weight and adiposity could not be explained by a decrease in food intake in Tg animals, as both genotypes were found to eat the same amounts (Fig. 3f). The respiratory exchange ratio (RER) is the ratio between the amount of CO_2_ produced and O_2_ consumed by breathing. Measuring this ratio can be used for estimating which fuel (carbohydrate or fat) is being metabolized to supply the body with energy. We observed significant increase in basal RER from 0.87 ± 0.03 in wild-type mice to 0.97 ± 0.01 in macroH2A1.2 Tg mice (*p* < 0.05) (Fig. 3g), reflecting a switch from an energy consumption consisting of a mix of carbohydrates and fat to an energy consumption indicative of carbohydrate being the predominant fuel source, in Tg animals. Upon a HF diet, wild-type animals had a decreased RER compared to chow diet fed littermates (0.78 ± 0.04, *p* < 0.05) indicating fat as the predominant fuel source, while Tg mice displayed a RER, 0.84 ± 0.01, similar to baseline wild-type levels, i.e., reflecting energy consumption combining carbohydrates and fat (Fig. 3g). IGF-1 blood levels were similar in wild-type and Tg mice indicating that differences in body weight and size were independent of IGF-1 (Fig. 3h). Overall, these data demonstrate that macroH2A1.2 Tg have reduced total and visceral fat depots and an increased energy expenditure from carbohydrates.

**Fig. 2:**
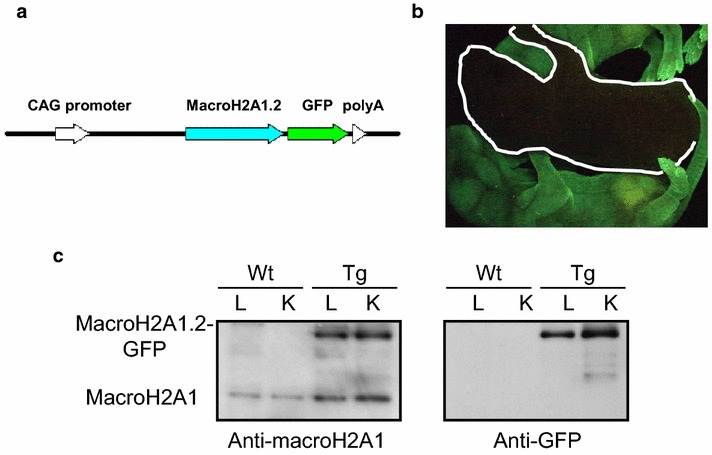
MacroH2A1.2-GFP transgenic mice (adapted from [26], licence no. 3766141157990). **a** Structure of the vector expressing macroH2A1.2–EGFP (pCXMH2A/EGFP). Mouse macroH2A1.2 tagged with EGFP was expressed under the control of the CAG promoter with a cytomegalovirus early enhancer element and a chicken b-actin promoter. **b** Stereomicroscopic analysis. The macroH2A1.2–EGFP transgenic mouse (Tg) shows green fluorescence in the skin. The *white line marks* the position of a wild-type mouse. **c** Immunoblot analysis. Nuclear extracts (10 µg/lane) of liver (L) and kidney (K) were prepared from wild-type (WT) and transgenic (Tg) female mice and analyzed using anti-GFP and anti-macroH2A1 antibodies

**Fig. 3:**
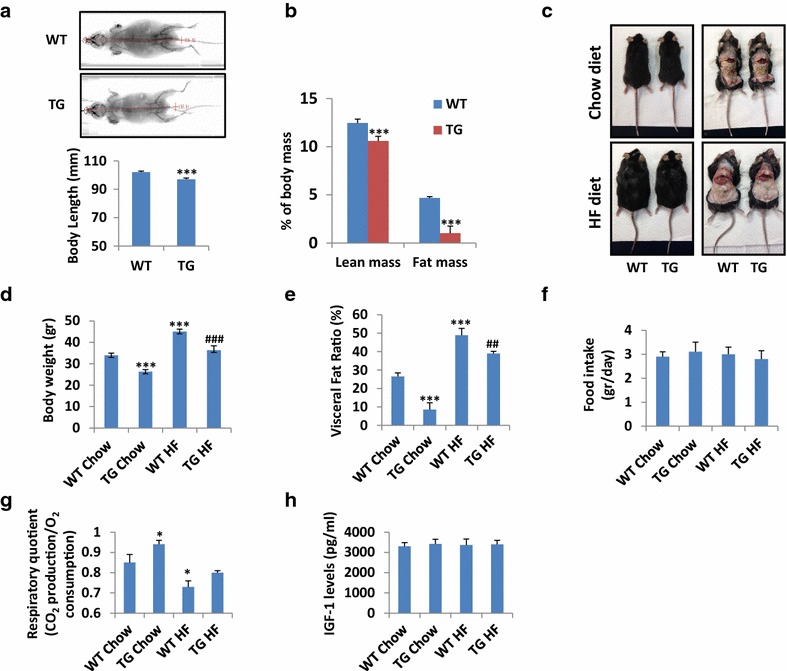
Metabolic phenotyping of macroH2A1.2 Tg mice. **a** CT scan of a representative WT and macroH2A1.2 Tg mouse (*upper panels*), image-assisted quantification of body length (*lower panel*); **b** lean and fat masses were determined by CT scan **c** representative pictures of WT and macroH2A1.2 Tg mice fed a chow diet (*upper panels*) or a HF diet (*lower panels*) mice, with a dorsal view (*left panels*) and a ventral view of peritoneal cavity showing internal organs upon killing (*right panels*); **d** body weight in WT and macroH2A1.2 Tg mice fed a chow or a HF diet at the experimental end point; **e** visceral fat ratio as determined by EchoMRI/CT scan in the four mice groups; **f** food intake in the four mice groups was assessed; **g** respiratory CO2/O2 exchange ratio as determined by metabolic cages; **h** IGF-1 blood levels, measured by ELISA (Milliplex) upon killing. Data are expressed as means} S.E.M. (n = 8–9 per group). *p < 0.05, ***p < 0.001 change versus WT fed a chow diet; ^##^ *p* < 0.01 change versus WT fed a HF diet

### MacroH2A1.2 Tg mice are more glucose tolerant and insulin sensitive, and display smaller pancreatic islets

In comparison with wild-type mice, an improvement in metabolic health is thus observed in Tg mice; we therefore also investigated the ability of Tg mice to respond to a glucose or insulin challenge. Basal glucose levels were considerably lower in Tg versus wild-type mice, fed a chow (124.9 ± 11.4 versus 147.25 ± 8.86, *p* < 0.05) or a HF diet (155.67 ± 10.6 versus 190 ± 11.3, *p* < 0.0001) (Fig. 4a, b). In glucose tolerance tests (GTT), glucose levels remained significantly lower in macroH2A1.2 Tg mice at every time point, compared to wild-type littermates, both upon a chow or a HF diet (Fig. 4a). Insulin tolerance tests (ITT) showed that the insulin-mediated decrease in glycemia was much more pronounced and statistically significant in Tg mice versus wild-type mice at every time measured (*p* < 0.0001 at 15, 30, 45, 60, 120 min time points) upon a chow diet (Fig. 4b). Upon a HF diet, statistical differences were observed between macroH2A1.2 Tg and wild-type mice only after 30 min (Fig. 4b). To gain insight into the mechanism by which systemic glucose tolerance is improved in chow and HF diet fed macroH2A1.2 Tg mice, we characterized insulin-induced AKT signaling in the skeletal muscle, liver and adipose tissues under insulin-stimulated conditions (0.75 U kg − 1 body weight, injected 15 min before killing) (Additional file 3: Figure S2). AKT phosphorylation (Ser473) was increased in insulin-responsive peripheral tissues of macroH2A1.2 Tg mice fed either a chow or a HF diet compared with wild-type controls (Additional file 3: Figure S2). Circulating insulin levels did not differ between genotypes under a chow diet, and they were found increased to the same extent upon HF diet (Fig. 4c). However, pancreatic islets were strikingly smaller in macroH2A1.2 Tg compared to wild-type mice (Fig. 4d, left panels); semi-quantitative double immunofluorescence confocal analysis in pancreatic islets showed a similar insulin content in beta cells in both genotypes, with a not significant trend toward a decreased glucagon content in alpha cells in Tg mice (Fig. 4d, right panels). Hence, macroH2A1.2 Tg mice are more glucose tolerant and insulin sensitive, and display smaller pancreatic islets.

**Fig. 4:**
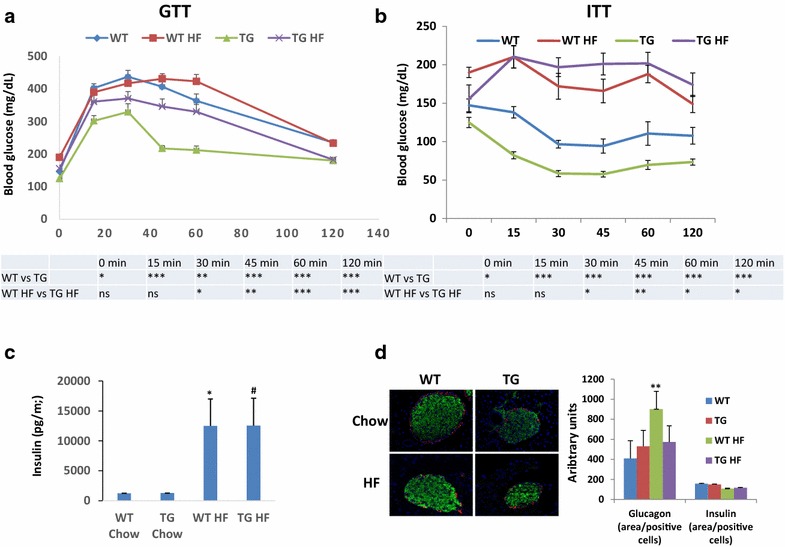
Responsiveness to glucose and insulin and pancreatic islets morphology in macroH2A1.2 Tg mice (Tg). **a**, **b** GTT and ITT were performed in WT and Tg mice fed a chow or a HFD following a 6 h fast. Mice were injected with 2 g glucose/kg of body weight intraperitoneally, and blood glucose concentrations were measured at the indicated time points. **c** Insulin blood levels, measured by ELISA (Milliplex) in the four mice groups upon killing. **d** *Left panels*: merged representative example of immunofluorescence staining for insulin (*green*), glucagon (*red*) and DAPI (4′,6-diamidino-2-phenylindole; *blue*), in control islets and macroH2A1.2 Tg mice upon HF diet; *right panel*: imaging-assisted quantification of glucagon and insulin content, expressed as the ratio area/positive cells. **c**, **d** Data are expressed as mean ± S.E.M. (n = 8–9 per group). *p < 0.05, **p < 0.01 macroH2A1.2 Tg versus WT. ^#^ *p* < 0.05 macroH2A1.2 Tg HF versus chow diet

### MacroH2A1.2 Tg mice have decreased hepatic and pancreatic fat content and inflammation upon a HF diet

Obesity is almost invariably associated with NAFLD and to non-alcoholic fatty pancreas disease (NAFPD), two interrelated conditions characterized by parenchymal triglyceride accumulation and inflammation. NAFLD and NAFPD are risk factors to develop cirrhosis and cancer [1, 27]. We sought to analyze the lipid content in the liver of macroH2A1.2 Tg versus wild-type mice: H&E staining revealed evident differences, with a total protection from lipid accumulation in Tg compared to wild-type animals that developed instead extensive mixed micro/macro/vesicular NAFLD upon HF diet (Fig. 5a, left panels). Accordingly, NAFLD and lobular inflammation scores were highest in livers of wild-type mice fed a HF diet; conversely, NAFLD score of Tg animals upon HF diet was similar to the one of wild-type mice fed a chow diet (Fig. 5a, right panels). H&E staining of pancreata revealed a marked decrease in fat infiltration in Tg mice versus wild-type mice (Fig. 5b, left panels). Histological analysis revealed also that upon a chow diet, wild-type mice contained ~5% of intralobular fat, while Tg mice were devoid of it; upon a HF diet, Tg mice accumulated only <5% of intralobular fat, while pancreata from wild-type mice displayed ~25% intralobular, ~1–2% interlobular fat accumulation and ~2 of Mathur score (Fig. 5b, right panels). MacroH2A1.2 Tg mice are thus protected against HF-induced NAFLD and NAFPD, consistent with their protection from obesity.

**Fig. 5:**
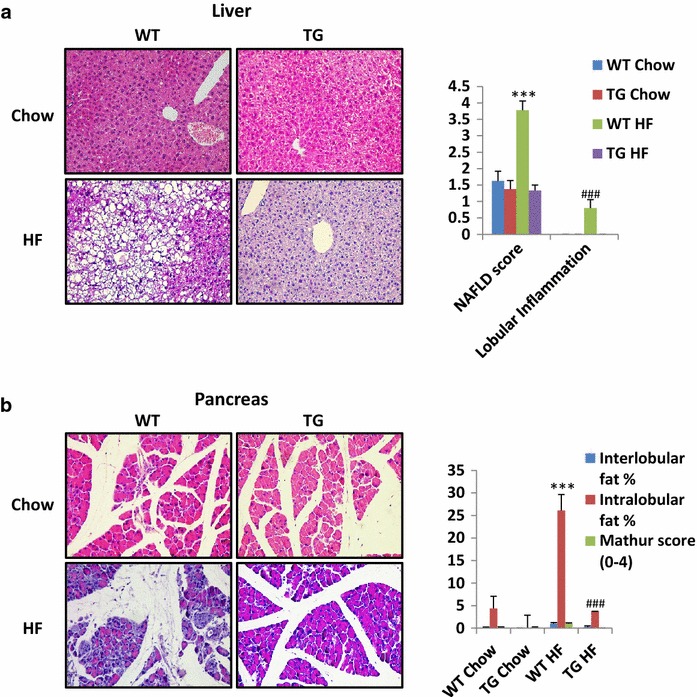
Liver and pancreas histological analyses. **a** *Left*: representative pictures from hematoxylin and eosin staining of liver sections around the lobular areas in wild-type and macroH2A1.2 Tg mice fed with a HF diet. *Right*: NAFLD and inflammation were scored using a semiquantitative system that grouped histological features into broad categories (steatosis, hepatocellular injury, portal inflammation, fibrosis and miscellaneous features) [48]. **b** *Left* representative pictures from hematoxylin and eosin staining of pancreatic sections in wild-type and macroH2A1.2 Tg mice fed with a HF diet. *Right* an evaluation of interlobular and intralobular fat % in pancreas sections was performed, and combined into a Mathur score [49]

### macroH2A1.2 counteracts adipogenesis in vivo and in vitro

Our data indicate that macroH2A1.2 Tg mice do not display important differences in food intake as compared to wild-type mice. We thus hypothesized that the striking protection from obesogenic diet-induced increase in body weight and adiposity in these animals could be attributed to an inhibition of adipogenesis. Adipocytes are the major storage site for fat in the form of Tgs, and this can be accomplished in two different ways, by expanding the available adipose cells or by recruiting new fat cells upon differentiation. Histological analyses of visceral white adipose tissues revealed a ~60% decrease in adipocyte size (area) in Tg mice versus wild-type mice even upon a chow diet (Fig. 6a). Upon a HF diet, Tg animals displayed adipocytes on average ~35% smaller than wild type (Fig. 6a). Variations in the circulating concentration of adipose tissue-secreted adipokine leptin in the four mice groups correlated well with the size of body fat stores (Fig. 6b). To explore the molecular mechanisms that might be involved in the decreased adiposity of macroH2A1.2 Tg mice, we used a gene array profiling the expression of 84 key genes involved in white adipose tissue adipogenesis, including hormones, adipokines, enzymes and transcription factors. Using a twofold cutoff difference in mRNA expression upon HF diet in either of the two groups of animals, we identified 20 genes, 18 of which were oppositely regulated in the adipose tissue of macroH2A1.2 Tg mice compared to wild-type mice (Fig. 6c, Additional file 1: Supplemental Table III). Pro-differentiation and pro-adipogenic genes *ACACB*, *AGT*, *FASN*, *RETN* and *SLC2A4* were significantly upregulated in wild-type adipose tissue and downregulated in macroH2A1.2 Tg adipose tissue when mice were fed a HF diet (Fig. 6c). Conversely, anti-adipogenic genes *E2F1*, *EGR2*, *JUN*, *LMNA,* anti-inflammatory genes *SIRT1*, *SIRT2,* thermogenic gene *UCP1* and proliferation-regulating genes *ANGPT2*, *CCND1*, *CDKN1A*, *CDKN1B*, were upregulated in macroH2A1.2 Tg adipose tissue and downregulated in wild-type adipose tissue when mice were fed a HF diet (Fig. 6c). *BMP7* and *WNT5B* were found two–threefold upregulated in the adipose tissue of both genotypes upon a HF diet (Fig. 6c, d). To understand whether macroH2A1.2 could affect the differentiation of pre-adipocytes into mature adipocytes, we used the well-established murine 3T3-L1 cell model. Stable expression of GFP, macroH2A1.2, and its sister splicing variant macroH2A1.1, in 3T3-L1 pre-adipocytes was achieved by lentiviral transduction as previously described [12], and differentiation into mature adipocytes was obtained through a 15 days long protocol based on the sequential addition of dexamethasone, IBMX and insulin [28] (Fig. 7a). Expression of macroH2A1.1 transgene did not have an effect on endogenous macroH2A1.1 protein levels that were stable along differentiation (day 1–5–15, Additional file 4: Figure S3). Conversely, expression of macroH2A1.1 and macroH2A1.2 transgenes led to markedly decreased levels of endogenous macroH2A1.2 at all time points of the differentiation protocol, compared to GFP-expressing control cells (Additional file 4: Figure S3). Of note, in GFP-expressing control cells macroH2A1.2 endogenous levels decreased during the differentiation of pre-adipocytes into adypocytes (day 5 and day 15 compared to day 1, Additional file 4: Figure S3), which is consistent to the low levels of macroH2A1.2 in adult human and mouse VAT (Fig. 1). At the end point of the protocol, mature 3T3-L1 adipocytes were analyzed for lipid content using Oil Red O (ORO) staining: We found that, compared to GFP-overexpressing cells, macroH2A1.2-GFP-overexpressing cells displayed a ~2.5-fold decrease in lipid content, while macroH2A1.1-overexpressing cells accumulated ~1.7-fold more lipids (Fig. 7b). MacroH2A1.2-dependent mRNA upregulation of *RETN, E2F1* and *EGR2*, together with downregulation of *FASN,* was observed in 3T3-L1 adipocytes, mirroring the in vivo data (Additional file 5: Figure S4). In vitro and in vivo data collectively suggest that macroH2A1.2 might impair adipocyte differentiation while, in the 3T3-L1 model, overexpression of macroH2A1.1 leads to augmented lipid accumulation. Interestingly, macroH2A1.1 has been consistently reported to be highly expressed and have an anti-proliferative action, while macroH2A1.2 was expressed at low levels, in differentiated cells [14]. Consistently, confocal immunofluorescence analysis of adult heart tissue, which is slowly or not proliferating and possesses scarce regenerative capacity, in WT mice fed a chow diet revealed predominant expression of macroH2A1.1 and not of macroH2A1.2 (Additional file 6: Figure S5). In contrast, under the same conditions the adult mouse liver, which is a regenerative organ mainly due to the high proliferation rate of hepatocytes, both macroH2A1.1 and macroH2A1.2 are expressed (Additional file 6: Figure S5).

**Fig. 6:**
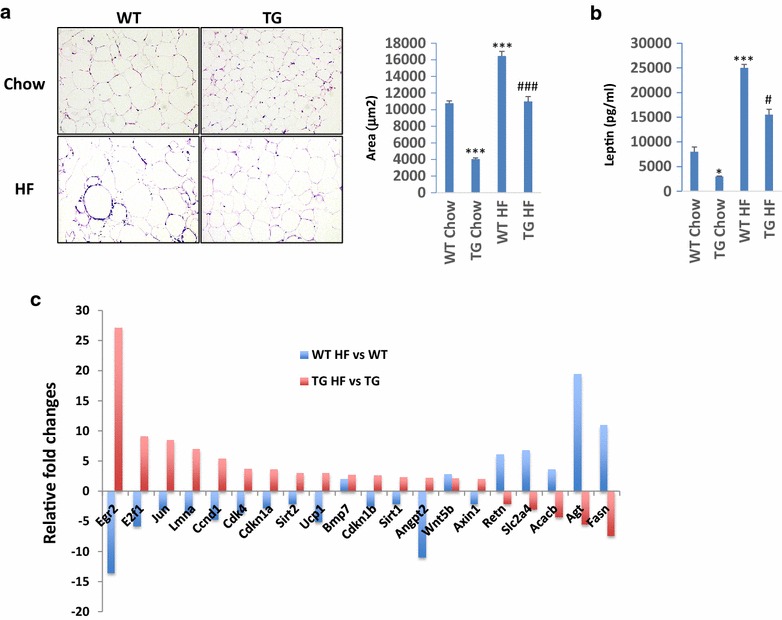
**a** *Left* representative pictures from hematoxylin and eosin staining of visceral white adipose tissue sections in wild-type (WT) and macroH2A1.2 Tg (Tg) mice fed with a HF diet. *Right* quantification of adipocyte area (μm^2^). **b** Leptin blood levels, measured by ELISA (Milliplex) in the four mice groups upon killing. Data are expressed as mean ± S.E.M. (*n* = 8–9 per group). *p < 0.05, ***p < 0.001 change versus WT fed a chow diet; ^#^ *p* < 0.01 change versus WT fed a HF diet. **c** Adipose gene expression profiling expressed in fold change and relative to HF diet compared to chow diet either in WT or in Tg mice. Results are represented as means of 3 mice per condition (WT, WT + HF diet, Tg, Tg + HF diet). All differences, with the exception of *BMP7* and *WNT5B* (not significant), are highly significant (*p* < 0.0001)

**Fig. 7:**
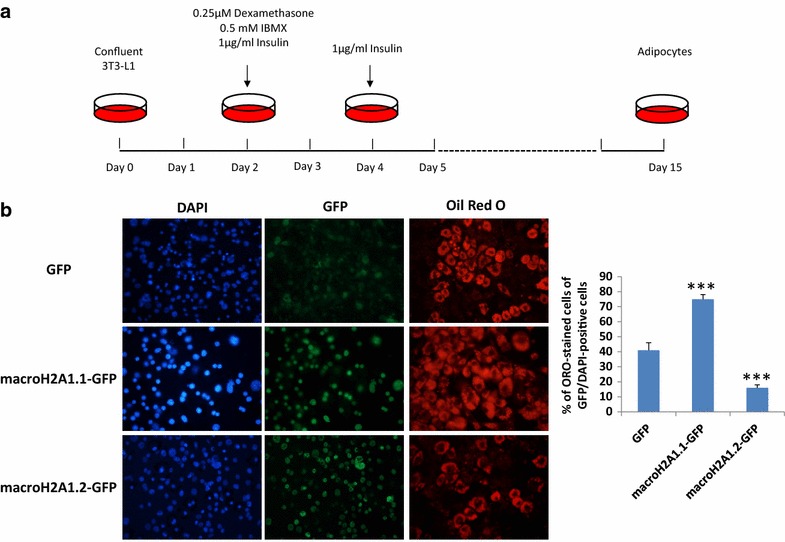
**a** Schematic protocol for 3T3-L1 differentiation from pre-adipocytes into mature adipocytes [28]. **b** *Left panels* 3T3-L1 pre-adipocytes with lentiviral-mediates stable expression of GFP, macroH2A1.1-GFP and macroH2A1.2-GFP were induced to differentiate into mature adipocytes as in (**a**). At the 15th day of differentiation, cells grown on coverslips were stained with Oil Red O (ORO) solution and counterstained with DAPI for nuclei. ORO was visualized with fluorescence microscopy. *Right panel* the percentage of ORO-stained cells was quantified over the total of GFP/DAPI-positive cells, averaging 10 different random fields in 3 separate experiments. Results are represented as mean ± S.E.M. ***p < 0.001 change versus GFP

### Genome occupancy of macroH2A1.2 display minor changes upon adipocyte differentiation

We sought to analyze if changes in chromatin occupancy macroH2A1.2 might play a role in transcriptional changes associated with adipocyte differentiation in vitro. We used ChIP-Seq, using a ChIP grade anti-GFP antibody, to isolate and sequence genomic regions associated with macroH2A1.2-GFP chimeric protein. 

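3T3-L1 is a mouse fibroblast line that can be induced to differentiate into adipocytes, and the cells used here carried a lentivirus expressing macroH2A1.2 fused to GFP. The regions analysed came from 4 samples immunoprecipitated with the anti-GFP antibody, 2 biological replicates of pre-adipocytes and 2 of mature adipocytes. The methods give a 15-day differentiation protocol, while the sample labels mention 60 h of cocktail and no final day. Conditions were taken from the sample titles, whereas the description fields of both mature adipocyte samples name the state before differentiation. The paragraph on chromatin immunoprecipitation names mouse adipose tissue, whereas the results and the labels name 3T3-L1 cells. The authors aligned single reads to mm10 with Bowtie, kept uniquely mapping reads with up to 2 mismatches, removed duplicates with Picard and called enriched regions in each sample separately with SICER, a program that joins neighbouring enriched windows into broad regions. For each region, the deposited values are the count of ChIP reads, the count of control reads, a p-value, a fold enrichment scaled by library size and a false discovery rate (FDR). The methods state an FDR of 1%, and the largest FDR in the deposited regions was 0.001.

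In pre-adipocytes, replicate 1 had 36468 regions holding 9876187 ChIP reads and replicate 2 had 38546 regions holding 2833105 ChIP reads. In mature adipocytes, replicate 1 had 59375 regions holding 11592708 ChIP reads and replicate 2 had 61196 regions holding 11202845 ChIP reads. Total library sizes are not in the files analysed here, but the scaling inside the fold enrichment gives each ChIP library's size relative to the control library. This ratio was 1.20 and 0.549 in replicates 1 and 2 of pre-adipocytes, and 1.23 and 1.21 in replicates 1 and 2 of mature adipocytes. Replicate 2 of pre-adipocytes was therefore the least deeply sequenced sample. Its regions had a median length of 3000 bp, compared with 5800 bp in replicate 1 of pre-adipocytes and 3600 bp and 3400 bp in replicates 1 and 2 of mature adipocytes. Pre-adipocytes had 37507 ± 1469 regions (SD, n = 2) and mature adipocytes 60286 ± 1288 (SD, n = 2). Both mature samples had more regions than both pre-adipocyte samples (exact permutation test, p = 0.333 with n = 2 per condition, the smallest p that 2 samples against 2 allow).

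Following the methods, only regions in common between biological replicates were kept for each condition, here with an overlap of at least 1 bp. Of the regions of replicate 1 of pre-adipocytes, 56.7% overlapped a region of replicate 2, and of those of replicate 2, 72.8% overlapped a region of replicate 1. The corresponding shares in mature adipocytes were 73.8% and 73.9%. Merging the regions in common gave 18661 regions covering 208 Mb in pre-adipocytes and 34396 regions covering 299 Mb in mature adipocytes. With an overlap of at least 50% of both regions, the numbers fell to 6938 in pre-adipocytes and 21806 in mature adipocytes.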

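The control library was made without antibody, and its reads were given beside the ChIP reads of every region. Among pairs of samples, 1000 pairs of regions had identical start and end positions, and the control count was equal in all 1000, so a single control library had been used for the pre-adipocyte and the mature adipocyte samples. The region with the most ChIP reads in every sample was at chromosome 2 from 77970001 to 77996000 (mm10), in intergenic DNA with its midpoint 19939 bp from the nearest annotated transcription starting site. It held 8545 control reads, against 12282 and 6152 ChIP reads in replicates 1 and 2 of pre-adipocytes and 12948 and 12668 in replicates 1 and 2 of mature adipocytes. After scaling by library size its fold enrichment was only 1.20, 1.31, 1.23 and 1.23, in the same order (no replicates within each value). Over all regions, the median fold enrichment was 1.81 ± 0.281 (SD, n = 2) in pre-adipocytes and 1.81 ± 0.0174 (SD, n = 2) in mature adipocytes.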

No antibody was used as a negative control to subtract aspecific peak distribution. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE85796 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85796). Both pre- and post-3T3-L1 adipocyte differentiation, macroH2A1.2-associated reads displayed a bell shape distribution with a peak at about −7000–8000 bp upstream of TSS (Additional file 7: Figure S6). 

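The distance from the midpoint of each common region to the nearest transcription starting site (TSS) was measured on GENCODE M21 basic transcripts, which use the same assembly as the deposited regions. Of the 18661 common regions of pre-adipocytes, 52.3% lay upstream of the nearest TSS, and of the 34396 of mature adipocytes, 51.8%. The median upstream distance was 17.6 kb in pre-adipocytes and 17.1 kb in mature adipocytes. Counting upstream regions in bins of 1 kb, the fullest bin in pre-adipocytes was from 4000 to 5000 bp, with 393 regions, and in mature adipocytes from 2000 to 3000 bp, with 774 regions. The 1 kb bin starting at 7000 bp upstream held 1.47% of all common regions in pre-adipocytes and 1.70% in mature adipocytes. Taken per replicate, the fullest bin started at 4000 and 1000 bp in replicates 1 and 2 of pre-adipocytes and at 2000 bp in both replicates of mature adipocytes, so the distance between the conditions was no larger than the distance between the pre-adipocyte replicates. The choice of bin moved the value most. With 10 bins per factor of 10 in distance, a setting chosen after seeing the data, the fullest bin started at 15849 bp in both conditions. From the shape of this distribution the paper describes a single peak upstream of the TSS before and after differentiation.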

Similar binding affinity of macroH2A1.2 histone was observed in mature adipocytes and in pre-adipocytes, as determined by sequence read tag density (Fig. 8).

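Tag density was computed as in Fig. 8, as the count of ChIP reads divided by region length and multiplied by 100, on a log2 scale. Its median over common regions was 1.81 and 1.03 in replicates 1 and 2 of pre-adipocytes, and 1.95 in both replicates of mature adipocytes. The mean was 1.42 ± 0.551 (SD, n = 2) in pre-adipocytes and 1.95 ± 0.00193 (SD, n = 2) in mature adipocytes, a difference of 0.526 that was smaller than the SD between the pre-adipocyte replicates (exact permutation test, p = 0.333 with n = 2 per condition, the smallest p possible). The formula does not correct for library size, and the lowest value belonged to the least deeply sequenced sample. Divided by the library size relative to control, a setting chosen after seeing the data, the medians were 1.55 and 1.90 in replicates 1 and 2 of pre-adipocytes and 1.66 and 1.68 in replicates 1 and 2 of mature adipocytes, and the difference between the means became -0.0577 (exact permutation test, p = 1 with n = 2 per condition). Scaling each sample by its total of ChIP reads in regions moved the difference most, to -0.582 (exact permutation test, p = 0.333 with n = 2 per condition).

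Single regions were compared with edgeR's quasi-likelihood test on the ChIP counts of the 12857 merged regions called in all 4 samples, with region length as an offset and Benjamini-Hochberg adjustment. An adjusted p under 0.05 was reached by 11 regions, 10 higher in mature adipocytes and 1 higher in pre-adipocytes, and the log2 fold change was between -0.5 and 0.5 in 99.68% of the tested regions. Only regions called in every sample were tested, and density was taken within each sample's own called intervals. Both narrow the range beforehand, so this share cannot show that binding was alike. The smallest adjusted p was at chromosome 17 from 82484001 to 82524000, which overlaps no protein-coding gene, with a log2 fold change of 0.551 (standard error 0.0672, adjusted p = 7.515e-06, edgeR). At chromosome 17 from 82281201 to 82377400 the log2 fold change was 0.346 (standard error 0.0588, adjusted p = 0.00511, edgeR), and from 82530201 to 82576400 it was 0.405 (standard error 0.0749, adjusted p = 0.0131, edgeR). In the last of these, the called intervals were 24400 and 4000 bp long in replicates 1 and 2 of pre-adipocytes. They were 45600 and 43800 bp long in replicates 1 and 2 of mature adipocytes, so 0.405 is not the change over the whole stretch. The region higher in pre-adipocytes was at chromosome 6 from 40570601 to 40592000, overlapping Olfr460 and Clec5a, with a log2 fold change of -0.459 (standard error 0.0867, adjusted p = 0.0131, edgeR). With the replicate number as a block, taking the pairing from the labels, 27 regions passed the same threshold, 20 higher in mature adipocytes and 7 higher in pre-adipocytes. Deviations from the condition means had a correlation of 0.00775 between samples with the same replicate number and -0.00775 between samples with different numbers, so the numbers showed no pairing of the samples. The count moved most when replicate 2 of pre-adipocytes was left out, and more of the passing regions were then higher in pre-adipocytes. With replicate 1 of pre-adipocytes left out, more were higher in mature adipocytes. Each of these fits leaves 1 sample in the condition, so the balance of directions is not fixed by these data. From the tag density, the paper concludes that binding affinity was similar in pre-adipocytes and mature adipocytes.

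**Figure D1:**
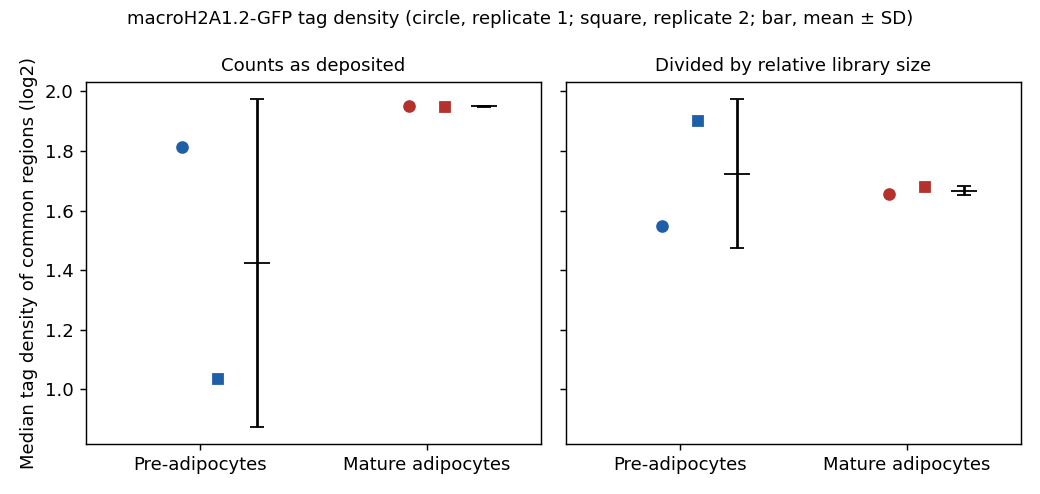
Median log2 tag density of the common regions (vertical axis) in the 2 replicates of each condition, from the counts as deposited (left) and divided by the library size relative to control (right), with circles for replicate 1, squares for replicate 2 and the mean ± SD beside them. Replicate 2 of pre-adipocytes is the lowest sample on the left, at 1.03, and the highest on the right, at 1.90.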

**Fig. 8:**
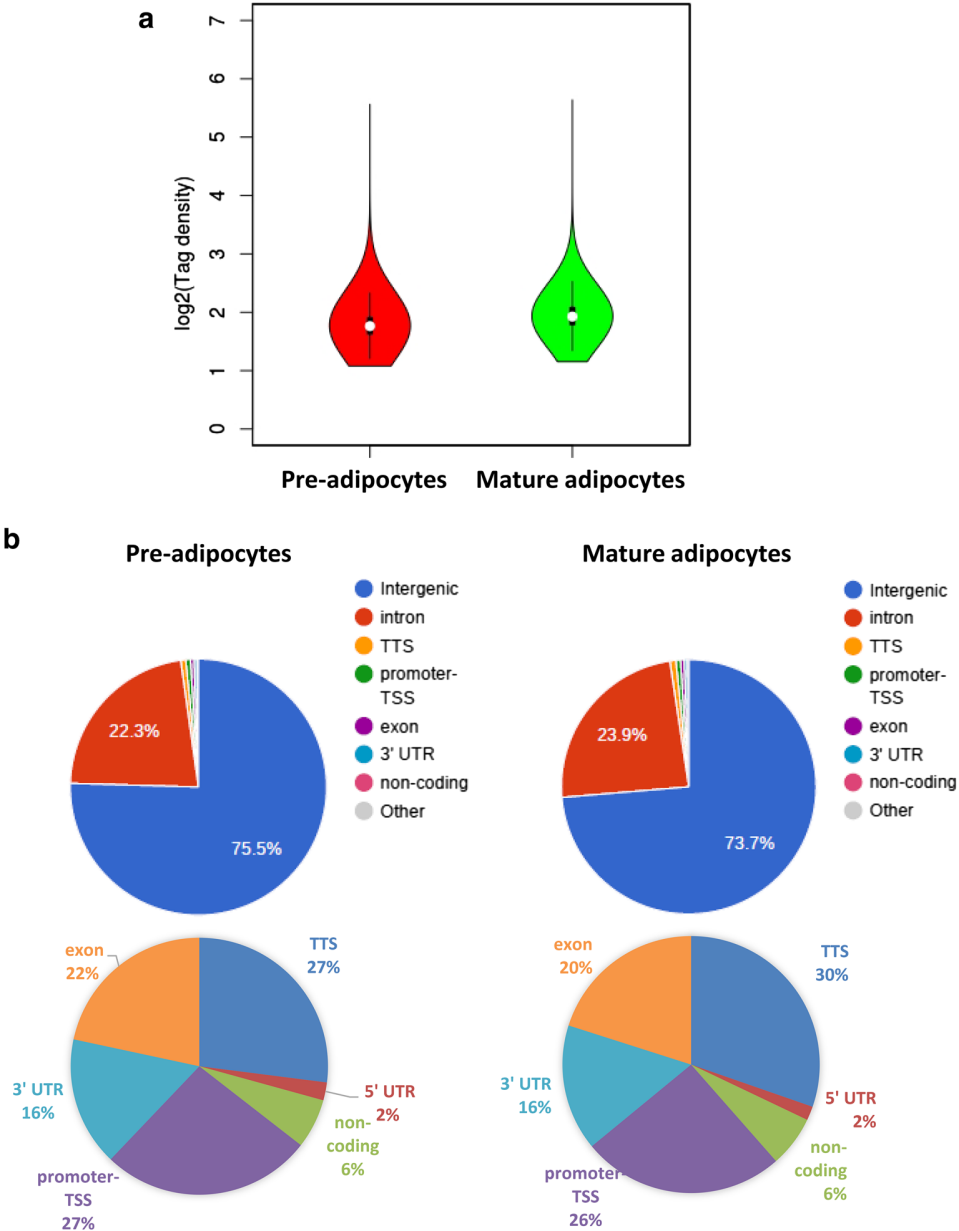
**a** Violin plots representing the density of reads pre- and post-adipogenic differentiation (pre-adipocytes and mature adipocytes, respectively), calculated with the formula: tag density = count/region length × 100 as log2 values. **b** Pie charts with annotation of the genomic regions displaying significant binding sites for macroH2A1 in pre-adipocytes and in mature adipocytes. *TTS* transcription termination site; *TSS* transcription starting site; 3′UTR 3′ untraslated region. Most of the macroH2A1.2 occupancy is intergenic or in introns (upper pies): lower pies include only the unrepresented genomic binding patterns of macroH2A1.2 (TTS, promoter-TSS, 5′UTR, 3′UTR, noncoding)

Binding sites were subsequently grouped by gene section, i.e., 3′ or 5′ untranslated region (UTR), coding sequence, intergenic, intron, TTS, non-coding and promoter-TSS (Fig. 8b). 

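Each common region was assigned by its midpoint to a category of GENCODE M21 basic transcripts, in the order of priority that HOMER uses, with the promoter from 1 kb upstream to 100 bp downstream of the TSS. Intergenic DNA held 63.7% ± 0.171 (SD, n = 2) of the common regions in pre-adipocytes and 62.0% ± 0.00829 (SD, n = 2) in mature adipocytes. Introns held 31.0% ± 0.0253 (SD, n = 2) in pre-adipocytes and 32.2% ± 0.0853 (SD, n = 2) in mature adipocytes. These shares were taken over regions chosen to overlap between replicates, so their SD does not measure the full spread between samples. Over all regions of each sample, the intergenic SD was 0.456 in pre-adipocytes and 0.156 in mature adipocytes, with a difference of -1.61. Over common regions, the differences of -1.68 percentage points in intergenic DNA and 1.18 in introns were larger than the SD between replicates. Each had a p of 0.333 (exact permutation test). That is the smallest p this test can give with 2 samples against 2, so it cannot decide whether the shares differed. To see what share the genome itself would give, the merged regions of each condition were shifted around their chromosomes 100 times. Shifted regions were intergenic in 50.0% ± 0.869 (SD over shifts) in pre-adipocytes and 50.3% ± 0.706 in mature adipocytes, against observed 63.3% and 61.6%. For introns, the shifted share was 41.8% ± 0.767 in pre-adipocytes and 41.5% ± 0.621 in mature adipocytes, against observed 31.1% and 32.5%. All of these observed shares lay outside the shifted ones (permutation by shifting, p = 0.0198, the smallest two-sided p that 100 shifts give). Requiring a fold enrichment of at least 2 moved the comparison most, turning the difference to 0.630 percentage points in intergenic DNA and -1.12 in introns. The paper describes binding as enriched in introns and intergenic DNA, and reports that the frequency of occupancy did not differ significantly between conditions.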

The frequency of occupancy showed that macroH2A1.2 binding was enriched in intergenic and intron regions, with no significant differences between pre- and post-differentiation conditions (Fig. 8b, upper panels). Similarly, filtering binding sites to exclude intergenic and intron regions, in order to highlight exons, TTS, 5′UTR, noncoding, promoter-TSS and 3′ UTR, did not evidence differences in binding patterns (Fig. 8b, lower panels). 

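Outside introns and intergenic DNA, sites near a transcription termination site (TTS) were 37.2% ± 0.0402 (SD, n = 2) of the remaining common regions in pre-adipocytes and 35.3% ± 1.22 (SD, n = 2) in mature adipocytes. The promoter-TSS category held 31.5% ± 0.000945 (SD, n = 2) and 32.9% ± 0.534 (SD, n = 2), in pre-adipocytes and mature adipocytes respectively. Non-coding exons held 15.1% ± 0.0235 (SD, n = 2) and 14.7% ± 0.246 (SD, n = 2), coding exons 7.99% ± 0.539 (SD, n = 2) and 9.00% ± 0.0378 (SD, n = 2), and 3′ UTRs 7.32% ± 0.161 (SD, n = 2) and 7.43% ± 0.447 (SD, n = 2). The smallest category was the 5′ UTR, with 0.840% ± 0.314 (SD, n = 2) in pre-adipocytes and 0.637% ± 0.0497 (SD, n = 2) in mature adipocytes. The exact permutation test cannot decide on any of the 6 categories, since its smallest p with 2 samples against 2 is 0.333. The difference between conditions was larger than the SD of either condition for TTS, promoter-TSS, non-coding and coding exon sites. It was not for 3′ and 5′ UTRs. These SDs also come from regions chosen to overlap between replicates and do not measure the full spread between samples. With GENCODE transcripts that have a RefSeq match, a setting chosen after seeing the data, coding exons rose to 19.2% in both conditions and non-coding exons fell to 6.21% in pre-adipocytes and 6.41% in mature adipocytes. The paper takes the similar shares as showing no difference in binding patterns.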

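Regions overlapping the body of the 16 listed genes were taken from each sample, with gene positions from GENCODE M21 on mm10. A region in at least 1 sample was found in 6 of the 16 genes, and a region in both replicates of a condition in 3 of them, Acacb, Agt and Sirt1. Ucp1 (ENSMUSG00000031710.4, chromosome 8 from 83290352 to 83298452, forward strand) overlapped 2 regions of replicate 1 of pre-adipocytes. The first, from 83286601 to 83293400, covered the TSS and held 220 ChIP and 85 control reads, a fold enrichment of 2.15. All regions in Ucp1 overlapped exons. The second, from 83294801 to 83298600, held 147 ChIP and 77 control reads. In replicate 1 of mature adipocytes, Ucp1 overlapped a region from 83294001 to 83297200 with 137 ChIP and 73 control reads, a fold enrichment of 1.53. In replicate 2, the nearest region was 11951 bp away in pre-adipocytes and 12551 bp away in mature adipocytes. Cdkn1a (ENSMUSG00000023067.14, chromosome 17 from 29090976 to 29100727, forward strand) overlapped a region from 29083401 to 29093400 in replicate 1 of pre-adipocytes, with 404 ChIP and 174 control reads and a fold enrichment of 1.93. It also overlapped a region from 29092201 to 29094000 in replicate 2 of mature adipocytes, with 80 ChIP and 44 control reads and a fold enrichment of 1.51. In the other samples the nearest region ended upstream, 2975 bp away in replicate 2 of pre-adipocytes and 2775 bp away in replicate 1 of mature adipocytes.

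No region overlapped Fasn (chromosome 11 from 120805846 to 120824547) or Slc2a4 (chromosome 11 from 69942539 to 69948188). The deposited regions stop at an FDR of 0.001, so regions there at a looser limit could not be seen. The nearest region to Fasn was 2845 bp away, in replicate 1 of pre-adipocytes, and the nearest to Slc2a4 was 12 bp away, in replicate 2 of mature adipocytes. Acacb and Sirt1 had regions in both replicates of mature adipocytes and in neither of pre-adipocytes. Agt had them in both replicates of mature adipocytes and in replicate 1 of pre-adipocytes, while Angpt2 had a region in replicate 1 of mature adipocytes only. The fold enrichment of the regions in these 6 genes ranged from 1.48 at Angpt2 to 2.63 at Acacb. No listed gene had a region in its body in replicate 2 of pre-adipocytes, the least deeply sequenced sample, so absence there was not separable from low depth. It also depended on the limits of the gene. In that replicate the nearest region was 612 bp from Slc2a4 and 908 bp from E2f1, and farther from every other listed gene. The nearest region to E2f1 was 908 bp away in replicate 1 of pre-adipocytes and 308 bp away in both mature adipocyte replicates. Of 21755 protein-coding genes, 30.1% overlapped a region in at least 1 sample. Drawing 16 genes of matched length 100000 times gave 4.14 ± 1.69 genes with a region (SD over draws), and 6 or more in a share of 0.206 of the draws (permutation test). Extending the genes by 5 kb on both sides raised the number with a region in both replicates of a condition from 3 to 6, which included Slc2a4 and Cdkn1a. Assigning regions to the gene of the nearest TSS, a setting chosen after seeing the data, moved this number most, to 7. The paper describes the regions it found in these genes as inconsistent between biological duplicates, and also as not significantly different between pre-adipocytes and mature adipocytes.

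**Figure D2:**
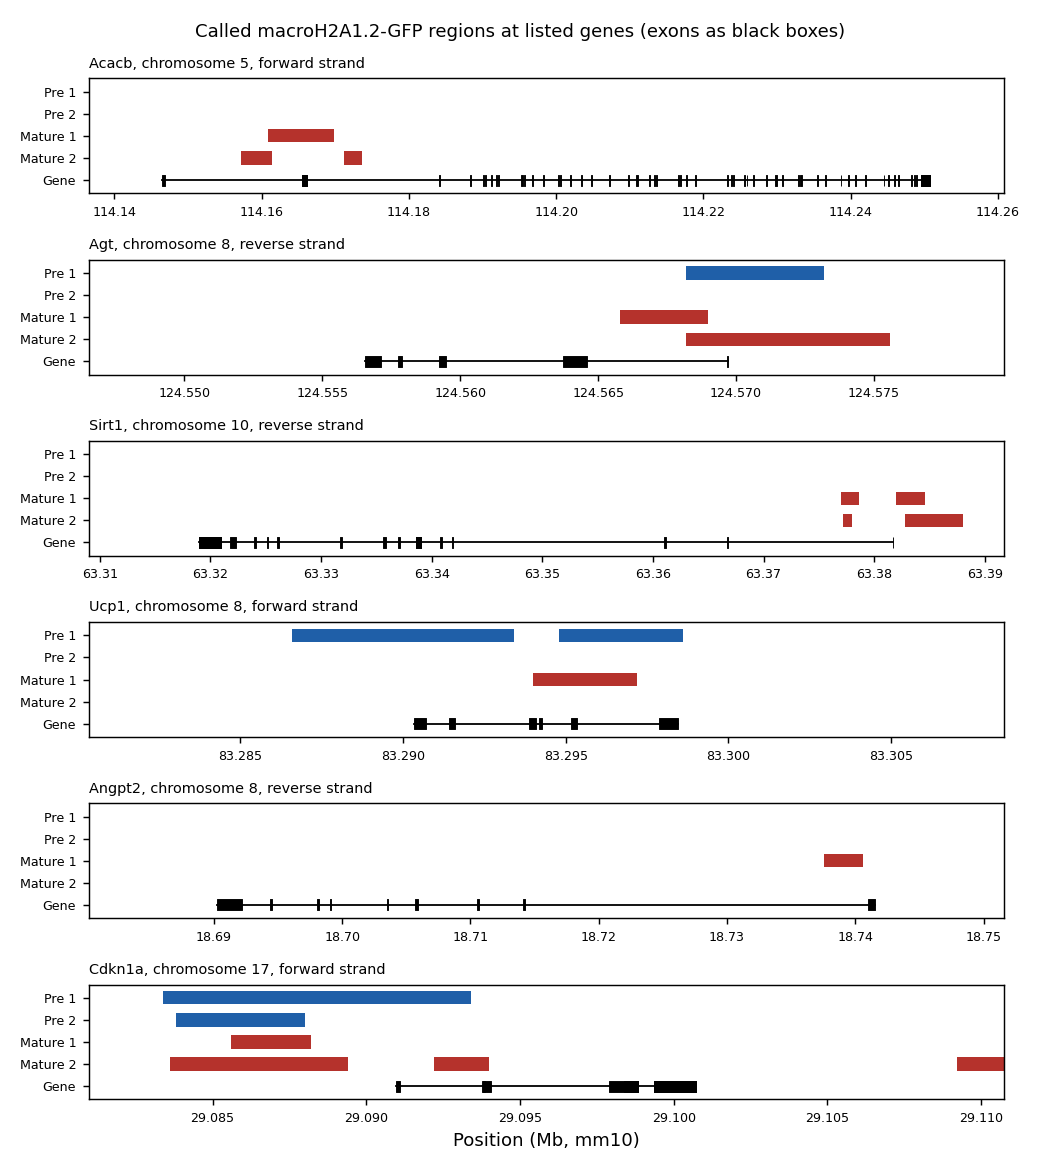
Called regions (blue, pre-adipocytes; red, mature adipocytes) in each of the 4 samples along the 6 listed genes that overlapped a region, with 10 kb on either side, exons as black boxes and position in Mb of mm10 on the horizontal axis. No bar of replicate 2 of pre-adipocytes overlaps any of the 6 gene bodies.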

Analysis of genome occupancy of the pro- and anti-adipogenic genes (*ACACB*, *AGT*, *FASN*, *RETN, SLC2A4*, *E2F1*, *EGR2*, *JUN*, *LMNA, SIRT1*, *SIRT2, UCP1*, *ANGPT2*, *CCND1*, *CDKN1A* and *CDKN1B)* under the control of macroH2A1.2 in vivo (Fig. 6c) identified enriched regions (binding sites) with a false discovery rate (FDR) <0.01 only in 4 genes (UCP1, CDKN1A, FASN, Slc2a4), which were though inconsistent between biological duplicates and were not significantly different between 3T3-L1 pre-adipocytes and in 3T3-L1 mature adipocytes (Fig. 9 and *data not shown*). To gain a more general view, macroH2A1.2-bound genes in 3T3-L1 cells in ChIP-Seq were represented by Circos plots (Fig. 10a). 

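The share of each chromosome covered by common regions was compared across the 20 chromosomes. In pre-adipocytes it ranged from 0.443% of chromosome 7 to 22.5% of chromosome 15, and in mature adipocytes from 0.894% of chromosome X to 27.1% of chromosome 15. The order of the chromosomes was nearly the same in all samples, with a Spearman correlation across chromosomes of 0.979 to 1 over the 6 pairs of samples (chromosomes are not independent replicates). Replicate 2 of pre-adipocytes covered less of every chromosome than the other 3 samples.

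**Figure D3:**
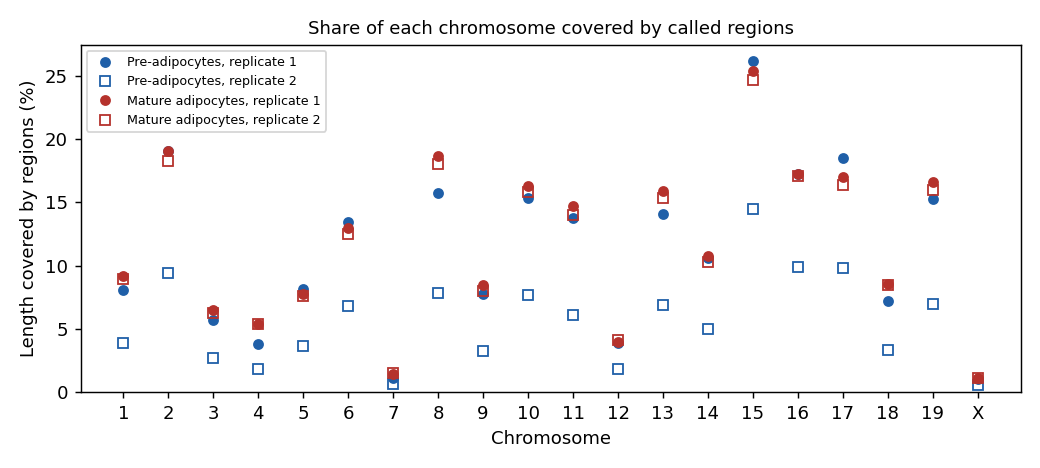
Share of each chromosome's length covered by called regions (vertical axis, percent) in each sample, with filled circles for replicate 1 and open squares for replicate 2. Chromosome 15 has the highest share and chromosomes 7 and X the lowest in every sample.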

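On chromosome 5, there were 863 common regions in pre-adipocytes and 1664 in mature adipocytes, covering 5.34% and 7.61% of its length. Of the pre-adipocyte regions, 75.7% overlapped a common region of mature adipocytes, and of the mature adipocyte regions 44.1% overlapped one of pre-adipocytes. Chromosome 7 had 108 common regions in pre-adipocytes and 317 in mature adipocytes, of which 55.6% and 22.1% overlapped a region of the other condition. On chromosome X the numbers were 118 and 275, and the overlapping shares 70.3% and 31.6%. The median overlapping share of the remaining chromosomes was 84.2% for pre-adipocyte regions and 49.5% for mature adipocyte regions. Windows of 5 Mb with at least 3 common regions in a single condition and none in the other numbered 6 of 533 in the genome, all with regions in mature adipocytes. Chromosome 5 had no such window, chromosome 7 had 3 and chromosome X had 1. Those on chromosome 7 were at 30 to 35 Mb with 4 common regions in mature adipocytes, at 45 to 50 Mb with 4 and at 95 to 100 Mb with 6, and that on chromosome X was at 70 to 75 Mb with 8. Both pre-adipocyte replicates had called regions in each of these windows, from 2 to 10 per sample, which did not overlap between replicates. A minimum fold enrichment of 2 changed the number most, to 51 windows. From the plots of chromosomes 5, 7 and X, the paper reads binding patterns that were very similar apart from few regions.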

Zooming to represent magnifications of example chromosomes 5, 7 and X uncovered that with the exception of few distinct regions macroH2A1.2 significant genomic binding patterns in pre-adipocytes and in mature adipocytes were very similar (Fig. 10b–d). 

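Over the whole genome, 15542 of the 18661 common regions of pre-adipocytes, or 83.3%, overlapped a common region of mature adipocytes by at least 1 bp. Shifting the pre-adipocyte regions around their chromosomes 1000 times gave 25.0% ± 1.01 (SD over shifts), with a maximum of 30.3% (permutation by shifting, p = 0.001, the smallest p that 1000 shifts give). Of the 34396 common regions of mature adipocytes, 17047, or 49.6%, overlapped a common region of pre-adipocytes, against 15.7% ± 0.631 after shifting (permutation by shifting, p = 0.001, again the smallest possible). Every sample was called against the same control library, which shifting does not keep. Overlap above the shifted share may come in part from that control, so it does not by itself measure shared binding. Samples were also compared by the base pair Jaccard index, the length covered in both samples divided by the length covered in either. The index was 0.306 between the pre-adipocyte replicates and 0.490 between the mature adipocyte replicates. Between conditions it was 0.431 and 0.426 for replicate 1 of pre-adipocytes with replicates 1 and 2 of mature adipocytes, and 0.274 and 0.276 for replicate 2. The mean between conditions was lower than the mean between replicates by a difference of -0.0462, the lowest of the 3 ways to divide the 4 samples into pairs, so its exact permutation share cannot be under 0.333. By this index, replicate 1 of pre-adipocytes overlapped both mature adipocyte samples more than it overlapped replicate 2 of pre-adipocytes. Replicate 2 overlapped replicate 1 of pre-adipocytes more than the mature adipocyte samples. By share of regions it did not: 72.8% of its regions overlapped replicate 1 of pre-adipocytes, against 75.0% and 74.9% for replicates 1 and 2 of mature adipocytes. With the same number of regions in every sample, the index of the pre-adipocyte replicates was 0.274, above every pair between conditions. This setting kept the 36468 regions with the highest fold enrichment, which is all of replicate 1 of pre-adipocytes. It cut mainly the mature adipocyte samples, so it cannot decide which pairs overlap more. Requiring an overlap of at least 50% between replicates lowered the overlapping share most, to 53.3% of pre-adipocyte regions and 17.2% of mature adipocyte regions. From its genomic analysis, the paper concludes that macroH2A1.2 occupancy changed only modestly with differentiation.

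**Figure D4:**
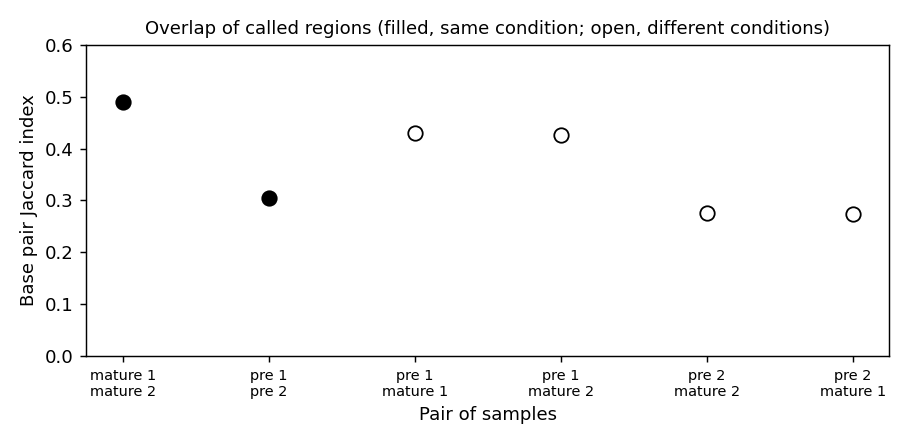
Base pair Jaccard index of the called regions (vertical axis) for each of the 6 pairs of samples, with filled points for replicates of the same condition and open points for samples of different conditions. The pair of pre-adipocyte replicates, at 0.306, lies under both pairs of pre-adipocyte replicate 1 with mature adipocytes, at 0.431 and 0.426.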

Our genomic analysis thus showed that the process of differentiation induces modest changes in macroH2A1.2 genome occupancy that may not account for its transcriptional effects in fat cells.

**Fig. 9:**
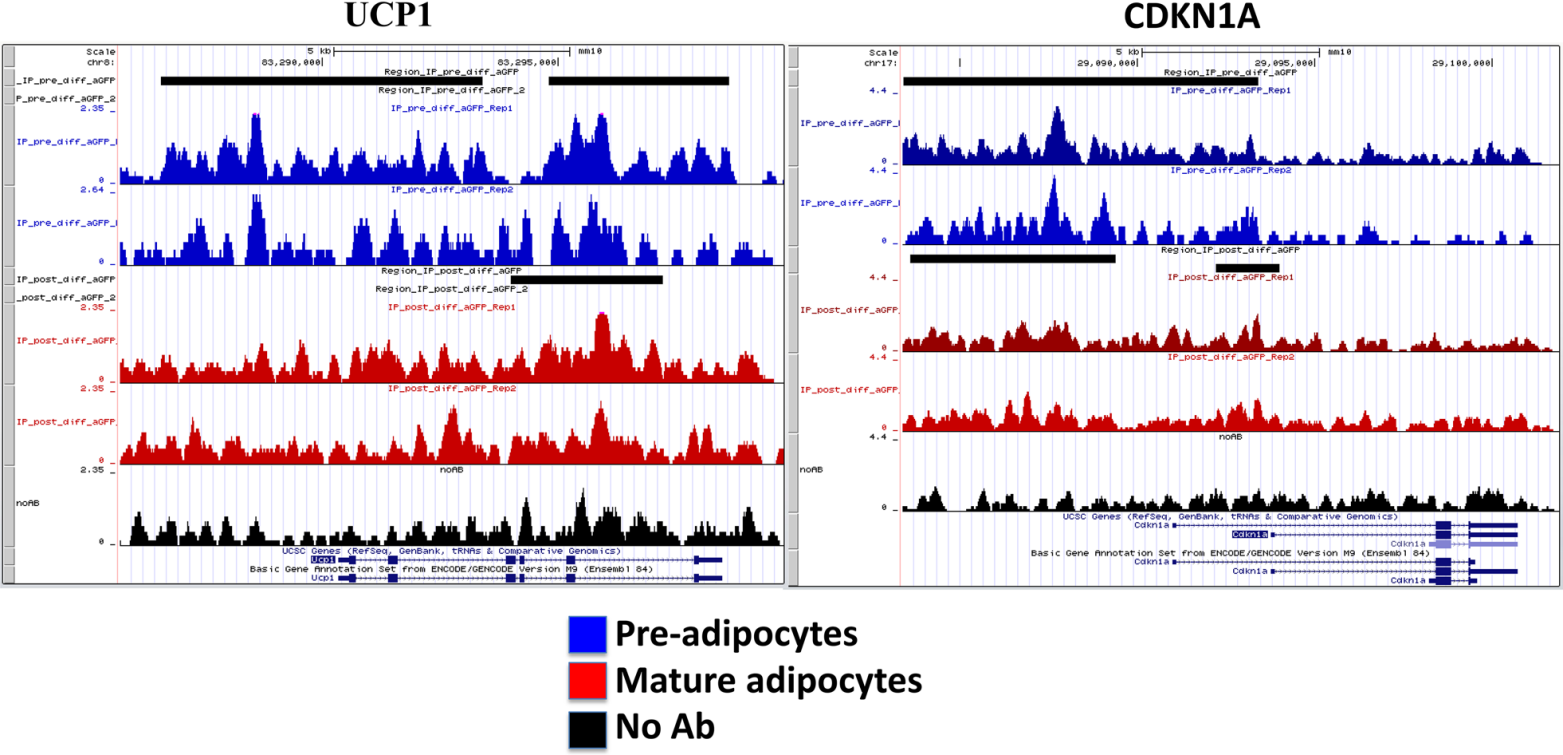
Genome browser (University of California Santa Cruz, UCSC) graphic representation of UCP1 and CDKN1A genes. Bigwigs in *blue* and *red* indicate peak distributions—reflecting macroH2A1.2 binding—in 3T3-L1 pre-adipocytes and in 3T3-L1 mature adipocytes, respectively, in biological duplicates. Bigwigs in *black* indicate aspecific peak distribution [no antibody (Ab), negative control]. *Black bars* indicate enriched regions (binding sites) with a false discovery rate (FDR) <0.01

**Fig. 10:**
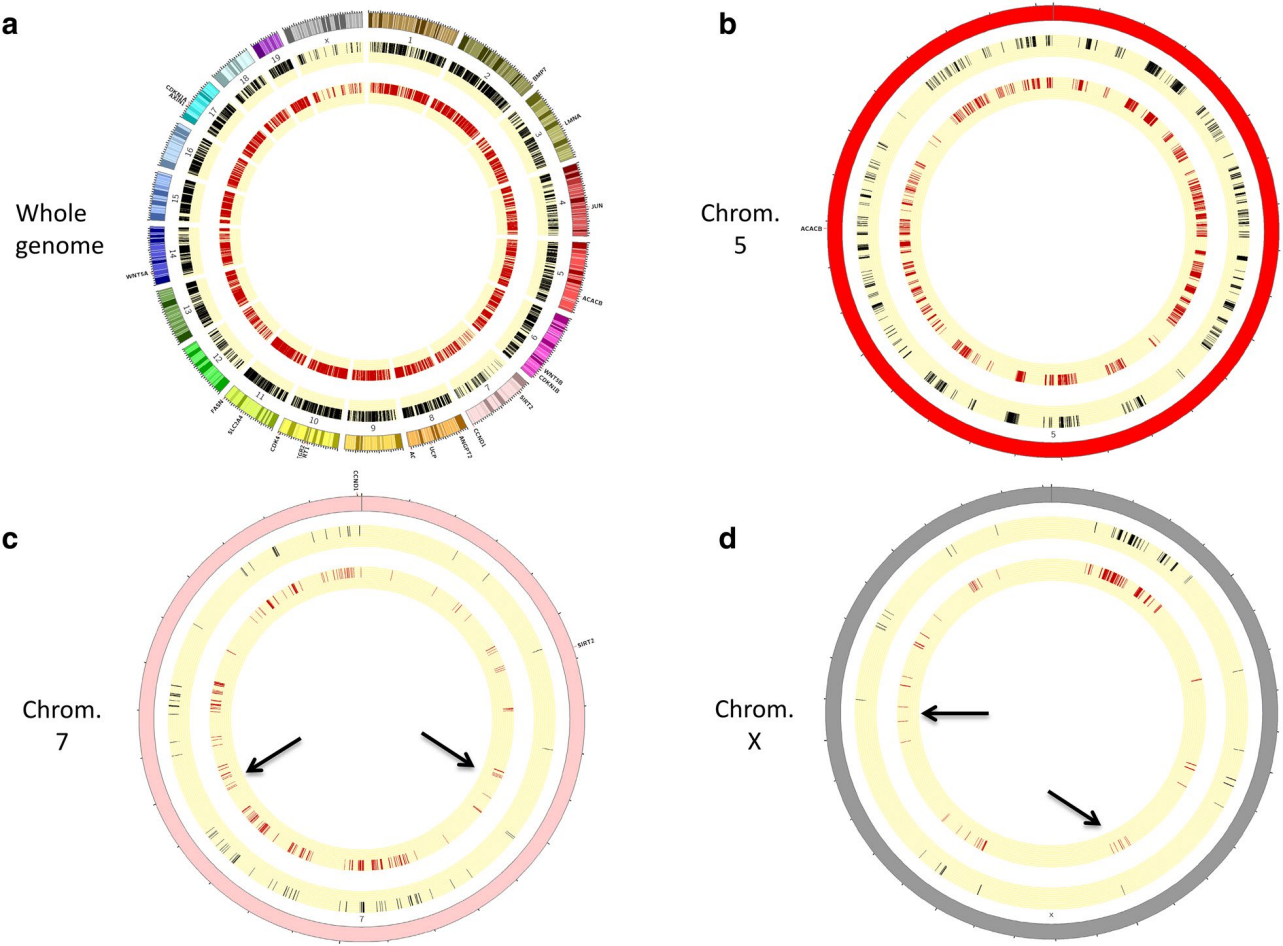
Representation of commonly and differentially bound genes in ChIP-Seq by Circos plots. **a** Circos plot of the whole 3T3-L1 cells genome, representing in the inner circle (in *red*) macroH2A1.2 significant binding regions in mature adipocytes, in the middle circle (in *black*) macroH2A1.2 significant binding regions in pre-adipocytes are represented and in the *outer circle* all chromosomes together with the localization of the 20 genes analyzed in Fig. 6. **b**, **c** and **d** represent magnifications of chromosomes 5, 7 and X, respectively, as in (**a**). *Black arrows* point to chromosomic regions differentially bound by macroH2A1.2

We then hypothesized that macroH2A1.2 could modulate transcription through the recruitment/modulation of the activity of transcription factors (TF). We thus examined the binding region sequences within the two datasets (3T3-L1 pre- and post-differentiation) to search overrepresented binding motifs for TF that might play a role in mediating macroH2A1.2-dependent effects. To this aim, we used PscanChIP tool that, starting from a collection of genomic regions, evaluates both motif enrichment and positional bias within them. Interestingly, in both pre-adipocytes and in mature adipocytes paired box 4 (PAX4) ranked as the most enriched TF presenting a binding matrix among macroH2A1.2-binding regions (Fig. 11a). GATA-binding sites were overrepresented in pre-adipocytes (Fig. 11a). In addition to the common matrices enriched in both pre- and post-differentiation adipocytes (including the master TF regulator of adipogenesis PPARγ), we observed several matrices specifically overrepresented in either pre-adipocytes (NFIC:TLX1, PKNOX1, TGIF2, TGIF1, ESR1, GATA3, PKNOX2, ZBTB18, TFEC and BHLHE41) or mature adipocytes (RXRA::VDR, Gmeb1, Prrx2, FEV, SP4, PROP1, NEUROG2, TEAD4, TP53 and SCRT2) (Fig. 11b). Of note, anti-adipogenic RXRA::VDR and TP53 were overrepresented specifically in mature macroH2A1.2-overexpressing adipocytes. Several of the TFs emerging from the analysis are known to bind to homeobox genes (NFIC:TLX1, PKNOX1, TGIF1, TGIF2, PKNOX2 in pre-adipocytes; Prrx2 and PROP1 in mature adipocytes) (Fig. 11b). Other binding matrices identified TF that function in neural/muscular/bone developmental programs (ZBTB18, TFEC, BHLHE41 in pre-adipocytes, and GMEB1, SP4, NEUROG2, TEAD4 and SCRT2 in mature adipocytes), likely associating to transcriptional repression neighboring macroH2A1.2 binding in adipose cells (Fig. 11b). These data demonstrate that, despite minor changes in genomic occupancy, macroH2A1.2 might associate with different TF-binding sites upon adipocyte differentiation, suggesting a potential transcriptional mechanism.

**Fig. 11:**
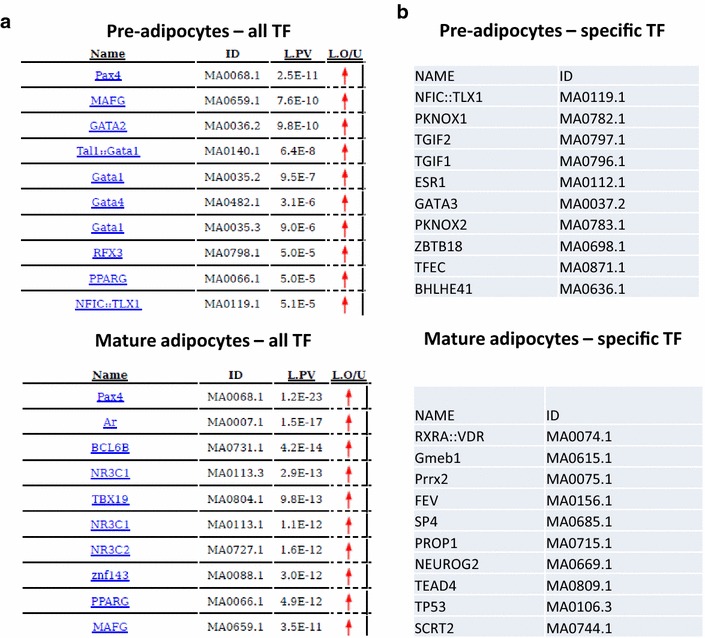
**a** Tables representing the enrichment for binding sites of known transcription factors (TF) in macroH2A1.2-binding regions in pre-adipocytes (*left*) and mature adipocytes (*right*). In each table, the *left column* contains gene names, the *middle column* indicates the matrixes generated through PscanChIP and the *right column* contains the *p* value. **b** Tables illustrating the TF-binding sites, best hits among the first one hundred, not in common, e.g., specifically enriched in pre-adipocytes or in mature adipocytes

## Discussion

Obesity and obesity-related disorders are attaining pandemic proportions with more than a third of the population living in Western countries, with profound repercussions on the health systems. Epigenetic mechanisms are key players in the pathophysiology of obesity and related complications. Among these mechanisms, canonical histones can be replaced with histone variants that alter chromatin structure and DNA accessibility.

MacroH2A1 is a histone variant of histone H2A present in two spicing isoforms, macroH2A1.1 and macroH2A1.2, playing diverse roles in cell differentiation and plasticity [8–11, 14–18]. Previous conflicting evidence showed that histone variant macroH2A1 whole gene transcriptional activity either favors lipid accumulation [22] or it may be protective against it [21, 23], in either cases with a mild phenotype. This is the first study showing that macroH2A1.2 isoform strongly protects against HF-induced obesity. Mice bearing a chimeric macroH2A1.2-GFP transgene displayed drastically reduced total and visceral adiposity compared to their wild-type littermates both upon a chow or a HF diet. Obesity-induced liver and pancreatic damages in terms of fat accumulation and inflammation were completely wiped out by macroH2A1.2 transgene in mice which looked healthy as the wild type fed a chow diet, without differences in food intake. Tg mice typically relied on a mix carbohydrate/fat burn for energy consumption, while wild-type animals relied rather on fat consumption, which could be explained by the very low levels of basal body adiposity in Tg mice. MacroH2A1.2 Tg mice were also slightly shorter than controls; however, we did not find differences in IGF-1 levels, which are implicated in growth and adiposity extent in mice [29]. Tg mice were also, to a large extent, more insulin sensitive and glucose tolerant than wild-type mice. The reduced size of pancreatic islets in Tg mice is reminiscent of a caloric restriction regimen [30]. Glucagon levels are often disrupted in obese individuals: accordingly, the number of glucagon-producing α-cells was perturbed in wild-type but not in Tg mice when fed a HF diet. Altogether, these strong evidences of metabolic health unrelated to alterations of food intake or GH/IGF-1 axis led us to hypothesize that the leanness of the Tg mice might be intrinsic to the adipose tissue and due to reduced adipogenesis at the molecular level. Reduced adipogenesis could translate into less circulating fat and triglycerides that might damage other peripheral organs such as the liver and the pancreas, without directly impinging on energy expenditure and hunger. Expression analysis of mRNA transcripts implicated in adipogenesis uncovered downregulation of pro-adipogenic genes *ACACB*, *AGT*, *FASN*, *RETN* and *SLC2A4* and upregulation of anti-adipogenic genes *E2F1*, *EGR2*, *JUN*, *LMNA,* anti-inflammatory genes *SIRT1*, *SIRT2,* thermogenic gene *UCP1* and pro-proliferative genes *ANGPT2*, *CCND1*, *CDKN1A*, *CDKN1B* in macroH2A1.2 Tg mice, which is consistent with a reduction of adipocyte mass and with a potential expansion of the undifferentiated pre-adipocyte cellular pool. Consistently, macroH2A1.2-GFP-overexpressing 3T3-L1 pre-adipocytes showed strongly reduced lipid content upon differentiation into adipocytes, as observed in Tg mice. It is has been shown that 3T3-L1 cell differentiation associates with genome-wide epigenetic dynamic changes in the DNA demethylation/methylation ratio in a time- and stage-dependent manner [31]; DNA hypomethylating agent decitabine blocked the 3T3-L1 adipogenic process [31]. In the context of cancer cells, macroH2A1 incorporation antagonizes the anti-proliferative effects of decitabine [12, 13]. We postulate that macroH2A1.2 might interfere with DNA methylation events during the adipogenic gene expression program.

Surprisingly, stable overexpression of macroH2A1.1, the second splicing variant of macroH2A1 gene, yielded opposite effects, with large lipid accumulation upon differentiation. Our data in mice and humans suggest also that adipose tissue display endogenous low or absent expression of macroH2A1.2, while macroH2A1.1 is present, and its levels increase upon a HF diet-induced obesity in mice, and in obese compared to mildly overweight individuals; however, these patients were enrolled for other pathologies and this could have an impact on the expression of macroH2A1 isoforms. Since depletion of the whole macroH2A1 gene [22] has also, although milder, anti-adipogenic effects in mice fed a HF diet, we argue that macroH2A1.1 has a stronger pro-adipogenic role than the protective one of macroH2A1.2. Generation of macroH2A1.1 transgenic murine models will prove its mechanistic role and tissue-specific interaction with macroH2A1.2 during the development of obesity in vivo. Genome-wide distribution of macroH2A1 histone variants in mouse liver chromatin indicate that macroH2A1 functions primarily as a repressor in adult liver [32].

Variations in macroH2A1 transcriptional activities to a large extent independent of genome occupancy in response to nutritional and DNA methylation status have been reported in cancer cells [9, 11, 12]. Consistent with these studies, our ChIP-Seq analyses comparing macroH2A1.2 Tg genome binding between 3T3-L1 pre-adipocytes and 3T3 post-differentiated adipocytes revealed high degree of similarity in genome binding patterns, including within the bodies of the subset of genes involved in the adipogenic process that we analyzed. Variations in the expression and sequential binding patterns of key TF (GATA, C/EBPβ and −δ (C/EBPδ), PPARγ and C/EBPα) function in the adipogenic differentiation program. Our in silico analysis of TF-binding sites in proximity of macroH2A1.2 genome binding revealed that GATA-binding sites were overrepresented in the proximity of macroH2A1.2 binding in 3T3-L1 pre-adipocytes compared to differentiated cells, consistent with their role in adipocyte precursors and with their downregulation setting the stage for terminal differentiation. In mature adipocytes, RXRA::VDR and TP53-binding sites were enriched, which might reflect their anti-adipogenic transcriptional effects [33, 34]. The enrichment of consensus sequences for TF controlling homeobox genes, including the overrepresented PAX4, in macroH2A1.2 associates chromatin reads in the context of adipocyte differentiation deserves further investigation. In addition to potential dynamic interactions with TFs, it is unclear how posttranscriptional modifications might affect histone variants function without changes in occupancy. Adipose tissue is at the nexus of processes involved in health span and metabolic dysfunction: Progression of age-related fat tissue dysfunction follows different trajectories across different fat depots, with fat becoming redistributed from subcutaneous to intraperitoneal depots and ultimately ectopic sites. This is associated with metabolic disturbances. The pre-adipocytes from which new fat cells develop switch into a pro-inflammatory, tissue-remodeling state in old age, instead of differentiating into fat cells [35]. In cellular senescence, proliferation becomes arrested and cells acquire a pro-inflammatory senescent secretory phenotype (SASP), with release of chemokines and cytokines [35]. We and others have shown that macroH2A1.1 ectopic expression sustains SASP in fibroblasts and hepatoma cells [12, 36]; a similar signaling loop might take place in the adipose tissue. How to boost macroH2A1.2 expression/activity, to the detriment of macroH2A1.1, with an anti-obesity therapeutic purpose? Some of the switch factors controlling macroH2A1 splicing into macroH2A1.1 or macroH2A1.2 isoforms have been identified in cancer cells: QKI and RNA helicases Ddx17/Ddx5 [37, 38]. Epigenetic splicing regulatory strategies are already being explored for cancer therapy and might hold also a potential against obesity and its related complications.

## Conclusions

Histone variant macroH2A1.2 is an unprecedented chromatin component that, if overexpressed, inhibits pro-adipogenic transcriptional programs, fat deposition and massively protects mice from high fat diet-induced obesity. Given that this histone is not expressed in human differentiated adipose tissue, it is possible to envisage that strategies aiming at its reintroduction in fat tissues could pave the way for new anti-obesity therapies.

## Methods

### Human biopsies

Seven patients with BMI from 25 to 40 were enrolled (Additional file 1: Supplementary Table I, Supplementary Material). Patient underwent surgical procedures (Whipple’s, right hepatectomy, wedge resections of the liver) according to conditions including pancreatic adenocarcinoma and colorectal liver metastases. Informed consent was obtained from each patient. Procedures to extract adipose tissue biopsies were performed through incision that depended on the type of operation, transverse abdominal for pancreas, midline or inverted L shape for liver. The incision of the skin was performed with the blade knife until the subcutaneous tissue was visualized. Around the umbilicus, a small part of the subcutaneous fat (0.5 cm^3^) was resected with the scissors. Specimens were frozen at −80 °C before further characterization by immunoblotting. The study was approved by the UCL Royal Free Biobank Ethical Review Committee (NRES Rec Reference: 11/WA/0077). Tissues were processed in accordance with the UCL Royal Free Biobank protocols under the Research Tissue Bank Human Tissue Act licence, prior to use in research [39].

### Animals

The MacroH2A1.2–EGFP transgenic mouse line established by Soma et al. [26] was backcrossed to C57BL/6 J for 5–6 generations. Tg mice positive for the transgene were identified by PCR amplification from tail tissue genomic DNA, using the primers 5′-TGACAGAAAGCTGAAATCCATCGC-3′ and 5′-TCCAGCAGGACCATGTGATCGC-3′, and by observing whole-body EGFP fluorescence using a UVL-56 handheld UV lamp (UVP, Cambridge, UK or Upland, CA, USA). All experiments were approved by Tottori University Ethical Committee, were performed using heterozygous transgenic mice and were carried out according to the Guide for the Care and Use of Laboratory Animals of Tottori University. Six-week old wild-type (WT) and transgenic (Tg) mice were assigned into 4 groups (8–9 mice/group): WT fed with chow diet, Tg fed with chow diet, WT fed with high fat (HF) diet and Tg fed with HF diet for 12 weeks. Obesogenic diet consist 60% energy from lard [22].

### EchoMRI quantitative magnetic resonance and CT scan

EchoMRI™ quantitative magnetic resonance (QMR) technology was used to measure the body composition of live mice in terms of whole-body fat, and lean masses, according to manufacturer’s instructions: Measurements were made by placing live free moving mice into a thin wall plastic cylinder (4.7 cm, inside diameter; 0.15 cm thick) with freedom to turn about but limited to ~4 cm vertical movements by a plastic insert. After 2 min, when the measurement was completed, conscious mice returned to their home cage. Alternatively, CT scanning was performed in isofluorane-anesthetized animals at 2-mm intervals from head to tail to determine body length, or from the diaphragm to the bottom of the abdominal cavity to determine visceral fat and liver fat content, using a LaTheta™ LCT 200 in vivo micro-CT scanner, according to manufacturer’s instructions (Hitachi, Aloka Medical, Japan).

### Metabolic cages, glucose tolerance test (GTT) and insulin tolerance test (ITT)

In order to monitor in real time the metabolic gas exchange, groups of 8–9 mice per genotype on HFD were placed in indirect calorimetric cages where energy expenditure, food intake and activity were evaluated [22]: The whole-body energy metabolism in mice was calculated in vivo as previously described [22]. GTT and ITT were performed as previously described [40].

### Histology and immunofluorescence

Histological analyses and immunofluorescence staining are described in detail in the Additional file 1: Supplementary Materials and methods.

### Quantification of circulating cytokines

Insulin, leptin and IGF-1 levels were assessed in the sera of wild-type and macroH2A1.2 Tg animals, using a customized mouse MILLIPLEX^®^ MAP (multi-analyte panels) Luminex system (Merck Millipore) [22], according to the manufacturer’s instructions.

### Gene expression

A commercially available adipogenesis array (mouse RT-Profiler array, Qiagen, Italy) was used to measure genes involved in adipogenesis by qRT‐PCR in mice visceral adipose tissue; expression data were normalized to the geometric mean of three house keeping genes (Actb, GAPDH and GusB). Briefly, after homogenization, tissue RNAs were isolated using Trizol (1 ml per 100 mg), according to manufacturer’s protocol. RNA samples were purified using mini spin columns (Qiagen), quantified using Nanodrop Spectrophotometer (Thermo scientific, UK). As for 3T3-L1 cell differentiation experiments, the following QuantiTect primers (Qiagen) were used: FASN (QT00149240), RETN (QT00093450), EGR2 (QT00160125) and E2F1 (QT01079106). qRT-PCR for determining gene expression in 3T3-L1 cells was performed on 50 ng of purified RNA using the one-step QuantiFast SYBR Green RT-PCR kit (Qiagen) and the Mouse SYBR Green QuantiTect primer assay. All reactions were set up in 96-well plates using a 7700HT Real-Time PCR System (Applied Biosystems, Foster City, CA).

### Western blot

Total and cytoplasmic/nuclear/histone proteins extraction and immunoblotting analyses were performed as previously described [12]. Primary antibodies were as follows: anti-GFP (Abcam, ab13970) anti-macroH2A1.1 (Cell Signaling, Cat 12455), anti-macroH2A1.2 (Cell Signaling, Cat. 4827), anti-AKT (Cell Signaling, Cat. 9272), anti-phosphoAKT-Ser473 (Cell Signaling, Cat. 9271), anti-β-actin (Cell Signaling, Cat. 4967) and anti-H3 (Cell Signaling, Cat. 9715).

### Generation of stable clones of 3T3-L1 cells: differentiation and lipid staining

Stable expression of macroH2A1.2 variant in 3T3-L1 pre-adipocytes was achieved by lentiviral transduction as previously described [12]. Stable 3T3-L1 pre-adipocytes were cultured to differentiate into mature adipocytes according to an established 15-day protocol [28]. 3T3-L1 cells at the 15th day of differentiation seeded on coverslips were washed with PBS and fixed with 4% paraformaldehyde for 10 min at room temperature. After fixation and further washings with PBS, cells were stained with an Oil Red O solution in 40% isopropanol. Coverslips were then mounted on microscope slides with Vectashield mounting medium with DAPI, and images were collected using a Nikon Eclipse E600 microscope.

### Chromatin immunoprecipitation, sequencing and data analysis

Chromatin immunoprecipitation was performed in mice adipose tissue with a modified protocol as described previously [12, 41], using an anti-GFP antibody (ab290, Abcam). 10 ng of purified ChIP DNA was used as starting material for sequencing libraries preparation. Indexed libraries were prepared with TruSeq ChIP Sample Prep Kit (Illumina Inc.). Size distribution of each ChIP library sample was assessed by running a 1 µl aliquot on Agilent High Sensitivity DNA chip using an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies). The concentration of each sample was determined by using a Qubit Fluorometer (Life Technologies). Libraries were sequenced (single read, 1 × 50 cycles) at a concentration of 10 pM/lane on HiSeq 2500 (Illumina Inc.). The raw sequence files generated (fastq) underwent quality control analysis using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the mus musculus genome (assembly mm10) using Bowtie software, allowing up to 2 mismatch and considering uniquely mappable reads. Duplicate sequences were removed before peaks enrichment calculation using MarkDuplicates (Picard Tools; https://broadinstitute.github.io/picard/). Violin plots representing the density of reads were generated with the vioplot package [42]. The enriched ChIP-Seq regions were identified using Spatial Clustering for Identification of ChIP-Enriched Regions (SICER) [43] setting standard parameters and a false discovery rate of 1%. For each analyzed condition, only regions in common between the two biological replicates were considered for further analysis. The annotation of peaks to the nearest gene was performed using the annotatePeaks.pl function from HOMER [44]. Overrepresented transcription factor binding sites analysis was performed using PscanChip [45], while annotation plots were generated using ChIPseek [46]. Circos plot was generated with Circos [47].

### Statistical tests

Results are expressed as mean ± S.E.M. Comparisons between groups were performed with the parametric Student’s *t* test or the nonparametric Mann–Whitney U test, as appropriate, using GraphPad Prism software (version 5.00 for Windows, San Diego, CA, USA): A *P* value ≤0.05 was considered significant.

## Additional files

**Additional file 1.**

**Additional file 2. Figure S1.** Representative images of wild-type and macroH2A1.2 transgenic (Tg) mice adipose tissue (VAT) sections immunostained for macroH2A1.2 (*red*). Nuclei were counterstained with Hoechst (*blue*), while perilipin was immunostained to define adipose cell membranes (*green*). macroH2A1.2 expression was detected only in the VAT of Tg animals but not in wild-type animals (white arrows).

**Additional file 3. Figure S2.** Increased glucose clearance because of enhanced insulin sensitivity in the muscle, liver and adipose tissue. Mice fed a chow diet were injected with insulin (INS, 0.75 U kg − 1) 15 min before being killed, after which phosphorylation status of AKT (Ser473) was determined by western blot. Representative immunoblots are shown in the skeletal muscle, liver and adipose tissue. Immunoblots were quantified by densitometry and normalized against total protein levels of AKT. *P < 0.05, ***P < 0.001 change WT + INS vs WT; ###P < 0.001 change Tg + INS vs Tg; $P < 0.05 Tg + INS vs WT + INS.

**Additional file 4. Figure S3.** MacroH2A1.1 and macroH2A1.2 expression in 3T3-L1 pre-adipocytes and adipocytes. 3T3-L1 pre-adipocytes with lentiviral-mediates stable expression of GFP, macroH2A1.1-GFP and macroH2A1.2-GFP were induced to differentiate into mature adipocytes as in Fig. 6. At the 1st, 5th and 15th day of differentiation, histones were extracted and processed for immunoblotting with anti-macroH2A1.1, macroH2A1.2 and anti-H3-specific antibodies. Representative blots are shown, together with MW ladder.

**Additional file 5. Figure S4.** Gene expression in 3T3-L1 adipocytes. 3T3-L1 pre-adipocytes with lentiviral-mediates stable expression of GFP, macroH2A1.1-GFP and macroH2A1.2-GFP were induced to differentiate into mature adipocytes as in Fig. 6. At the 15th day of differentiation, RNA was extracted and processed for qPCR analyses with specific primers. Results were normalized to pre-differentiation gene levels. Values are represented as means (N = 3) ± S.E.M. *P < 0.05; ***P < 0.0001 change vs GFP.

**Additional file 6. Figure S5.** Representative images of liver (left panels) and heart (right panels) sections immunostained for macroH2A1.1 or for macroH2A1.2 (*green*). Both isoforms appear to be highly expressed in hepatocytes, whereas there a strong reduction in expression pattern of macroH2A1.2 is observed in mouse heart tissue. Nuclei were counterstained with DAPI.

**Additional file 7. Figure S6.** Histogram representing the distance and the frequency of macroH2A1.2-binding regions from transcriptional starting site (TSS), genome-wide.

## Abbreviations

BMI: body mass index
ChIP: chromatin immunoprecipitation
CT: computer tomography
EchoMRI: quantitative echography and magnetic resonance imaging
GTT: glucose tolerance test
ITT: insulin tolerance test
KO: knock out
ORO: Oil Red O
NAFLD: non-alcoholic fatty liver disease
NAFPD: non-alcoholic fatty pancreas disease
Tg: transgenic

# Supplementary material for: Histone macroH2A1.2 promotes metabolic health and leanness by inhibiting adipogenesis
**Source:** Epigenetics Chromatin. 2016 Oct 25;9:45. doi: 10.1186/s13072-016-0098-9
**Supplement:** Supplementary file 1 — Additional file 1.

**Figure Legends**

**Figure S1.** Representative images of wild type and macroH2A1.2 transgenic (TG) mice adipose tissue (VAT) sections immunostained for macroH2A1.2 (*red*). Nuclei were counterstained with Hoechst (*blue*), while perilipin was immunostain to define adipose cell membranes (*green*). macroH2A1.2 expression was detected only in the VAT of TG animals but not in wild type animals (white arrows).

**Figure S2.** Increased glucose clearance because of enhanced insulin sensitivity in the muscle, liver and adipose tissue. Mice fed a chow diet were injected with insulin (INS, 0.75 U kg−1) 15 min before being killed, after which phosphorylation status of AKT (Ser473) was determined by western blot. Representative immunoblots are shown in the skeletal muscle, liver and adipose tissue. Immunoblots were quantified by densitometry and normalized against total protein levels of AKT. *P<0.05, ***P<0.001 change WT+INS vs WT; ###P<0.001 change TG+INS vs TG; $P<0.05 TG+INS vs WT+INS.

**Figure S3.** MacroH2A1.1 and macroH2A1.2 expression in 3T3-L1 pre-adipocytes and adipocytes. 3T3-L1 pre-adipocytes with lentiviral-mediates stable expression of GFP, macroH2A1.1-GFP and macroH2A1.2-GFP were induced to differentiate into mature adipocytes as in Figure 6. At the 1st, 5th and 15th day of differentiation histones were extracted and processed for immunoblotting with anti-macroH2A1.1, macroH2A1.2 and anti-H3 specific antibodies. Representative blots are shown, together with MW ladder.

**Figure S4.** Gene expression in 3T3-L1 adipocytes. 3T3-L1 pre-adipocytes with lentiviral-mediates stable expression of GFP, macroH2A1.1-GFP and macroH2A1.2-GFP were induced to differentiate into mature adipocytes as in Figure 6. At the 15th day of differentiation RNA was extracted and processed for qPCR analyses with specific primers. Results were normalized to pre-differentiation gene levels. Values are represented as means (N=3) ± S.E.M. *P<0.05; ***P<0.0001 change vs GFP.

**Figure S5.** Representative images of liver (left panels) and heart (right panels) sections immunostained for macroH2A1.1 or for macroH2A1.2 (*green*). Both isoforms appear to be highly expressed in hepatocytes whereas there a strong reduction in expression pattern of macroH2A1.2 is observed in mouse heart tissue. Nuclei were counterstained with DAPI.

**Figure S6.** Histogram representing the distance and the frequency of macroH2A1.2 binding regions from transcriptional starting site (TSS), genome-wide.

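The histogram counts called macroH2A1.2 regions by their distance to the nearest TSS, so it depends on which transcripts are used and on the width of its bins. On GENCODE M21 basic transcripts, 32.1% of the common regions of pre-adipocytes and 32.9% of those of mature adipocytes had their midpoint within 10 kb of a TSS. The median distance to the nearest TSS in either direction was 19134 bp in pre-adipocytes and 18376 bp in mature adipocytes.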

**Material and Methods**

*Histology analyses*

Parafﬁn-embedded sections of the liver, pancreas adipose tissue (4μm) were processed by haematoxylin and eosin for histological evaluation, as described previously [1, 2]. Diagnostic classiﬁcation of NAFLD was performed by applying a semiquantitative scoring system that grouped histological features into broad categories (steatosis, hepatocellular injury, portal inﬂammation, ﬁbrosis and miscellaneous features) [3]. Adipocyte area and perimeter were evaluated using the ImagePro Plus software (Media Cybernetics, Inc., Bethesda, MD, USA). An evaluation of interlobular and intralobular fat was performed on pancreas sections using the Mathur’s score [4].

*Immunofluorescence*

For double immunofluorescence of pancreatic islets, sections of pancreatic tissue were dewaxed in xylene, rehydrated in ethanol, washed in phosphate-buffered solution (PBS), incubated with unmasking solution (tri-sodium citrate 10 mM, 0.05% Tween 20) for 10 min at 60 °C and treated with blocking solution (3 % albumin bovine serum in PBS) for 30 min. Then, the sections were incubated with the first primary antibody, rabbit anti-insulin (Insulin H-86, code sc-9168, Santa Cruz Biotechnology, Europe) diluted 1:50, overnight at 4 °C. The day after, the sections were rinsed twice for 10 minutes in PBS and incubated with the second primary antibody (Glucagon K9bB10, code sc-57171, Santa Cruz Biotechnology, Europe) diluted 1:50, overnight at 4°C. After washing twice in PBS all sections were incubated with fluorescent secondary antibodies such us rabbit-IgG conjugated with fluorescein isothiocyanate (FITC; diluted 1:100; Sigma-Aldrich, Milan, Italy) and mouse IgG antibody conjugated with Texas Red (TRITC; diluted 1:100, Sigma-Aldrich, Milan, Italy) respectively. The nuclei were counterstained with Hoechst (Sigma-Aldrich, Inc, Milan, Italy) for 15 min at 23 °C. Finally, all slides were mounted with cover slips using a drop of PBS, and readings and imaging were immediately performed with a Leica DM5000 upright fluorescence microscope (Leica Microsystems, Heidelberg, Germany) connected to a high-resolution camera, Leica DC300 F (Leica). The cell positivity of both markers (“Merge”) was assessed through the program ImageJ software (ImageJ 1.43u, NIMH, Bethesda, Maryland, USA). The examination and the computer analysis of the histological sections were performed without knowledge of the origin of the tissue samples. For double immunofluorescence to detect macroH2A1.1/macroH2A1.2 in hearts and livers of C57BL/6 WT mice, tissues were cryo-preserved in OCT embedding matrix (Cellpath), snap frozen in liquid nitrogen (N2), and stored at -80˚C. Thin sections (8m) were cut at -20ÚC with the help of a cryostat (Leica) and fixed with 4% Paraformaldehyde (PFA) (w/v) in PBS for 10 min. at RT, and then processed for blocking. Fat tissue was instead fixed with 4% Paraformaldehyde (PFA) (w/v) in PBS for 48h at 4C, and processed for paraffin embedding. Thin sections (8m) where cut with the help of a microtome (Leica) and dried at 42ÚC for 24h. Upon sections deparaffinization and rehydratation, antigens were unmasked in antigen unmasking solution based on citrate buffer (Vector laboratories) and cooled in cold PBS 1X. For immunolabelling, sections of all tissues (liver, heart and adipose) were quenched for 10 min with 100mm NH4Cl, permeabilized for 15 min. with 0.5% (v/v) Triton X100 and blocked for 1h with (10% (w/v) BSA, 0.1% fish gelatine (Sigma) in PBS. Subsequently sections were incubated with primary antibodies [MacroH2A1.1, MacroH2A1.2 rabbit immunopurified sera [5]; anti-perilipin A/C (goat antibody, ABR Affinity BioReagents)] diluted 1/50 in 0.5% BSA, 0.1% gelatine, PBS (PBG) overnight at 4˚C and with secondary antibodies (Goat anti Rabbit-Alexa488 coniugated, Life Technologies; anti-goat IgG–FITC antibody produced in donkey, CF 488A, Sigma-Aldrich; anti-rabbit IgG–TRITC antibody produced in goat, T5268, Sigma-Aldrich) diluted 1:1000 in PBG for 2h at RT. Nuclei were visualised with DAPI or Hoechst coloration, and sections were mounted with Prolong medium (Life Technologies). Immunolabelled sections were observed with a laser scanning confocal microscope, TCS SP5 (Leica Microsystems, Mannheim). An Argon laser operating at 488 nm wavelength, and a UV 405 nm were used as excitation sources. Optical sections of 0.3 m were acquired.

**Supplemental Table I.** Patient data – adipose tissue biopsies.

**Supplemental Table II.** Sequences of primers amplifying promoter regions

**Gene Primers Region amplified (from TSS)**

**FASN**  1. Fw: CACGATGACCGGTAGTAACCC from -627 to -501

1. Rv: GGGCGTTGCTAGGCAATAGG

2. Fw: CCTATTGCCTAGCAACGCCC from -551 to -469

2. Rv: GGCCTGCTCCACATCGAAA

3. Fw: TGGAATCGCAGCGACACG from -455 to -385

3. Rv: ACTGGAAACTCTGCACTGAGG

4. Fw: GCGCACAGTGCACACCT from -355 to -109

4. Rv: CAATGAGCGTCGGGGC

5. Fw: AGCCCCGACGCTCATTG from -120 to -6

5. Rv: GCTATTTAAACCGCGGCCATC

6. Fw: GGGATGGCCGCGGTTTAAATA from -50 to +64

6. Rv: CTCTGGAGGCAGACGACAA

**SIRT1**  1. Fw: TCCTGGCCCTGTCATTTTAG from -816 to -623

1. Rv: GAAAGATCTGGCGATTGAGG

2. Fw: CTCAATCGCCAGATCTTTCC from -631 to -510

2. Rv: GCCTCAAGTCGGCTTTTACC

3. Fw: GAAGAGGCGCAGGCAGG from -490 to -456

3. Rv: CGGTGGTTCAAGTTTGCGAT

4. Fw: AGGCCCAGGTGGGAAGTG from -313 to -168

4. Rv: CACAACACGCCGGGTCAC

5. Fw: TTAAATCTCCCGCAGCCGAG from -111 to -85

5. Rv: TGCCTCTCTGGCCCTCC

**RETN**  1. Fw: CCTCCGTATGCACATCACAC from -886 to -628

1. Rv: TTCTGGTGCAAGGAGCAAG

2. Fw: TTGCACCAGAAAGCAGAAAG from -650 to -453

2. Rv: CTAGAGACCCAGCCCCTCTC

3. Fw: ACCACTGAGAGGCTGGAGAC from -424 to -212

3. Rv: GTAGGGCTGGAGATGCAAAC

4. Fw: CCAGCCCTACAGGTGAAGTC from -415 to -178

4. Rv: TTGTTGACTTCTGGCCCATC

5. Fw: TTATTATCCAAGGCAGGATGG from -132 to -20

5. Rv: ATCACTTACCGTGGCAGAGG

**E2F1**  1. Fw: TTGCAAACATCTGCTGCTTC from -954 to -756

1. Rv: GCCTTTAATCCCAGCACTTG

2. Fw: CTAACTGGGCTCTGGCTACG from --718 to -513

2. Rv: CTTCAGGCTCACCTCCAAAG

3. Fw: ACGTGCAGAACCGAGTACG from -432 to -306

3. Rv: CTTCTCCCCTCTGCCTCTC

4. Fw: AGAGGCAGAGGGGAGAAGG from -326 to -87

4. Rv: AAAGTCCGGGCCACTTTTAC

Supplemental Table III

| |  | **Up-Down Regulation (comparing to control group - WT mice)** |  | | |  | | --- | --- | --- | --- | --- | --- | |  |  | **WT+HF** | **TG** | **TG+HF** |  | | **Refseq** | **Symbol** | **Fold Regulation** | **Fold Regulation** | **Fold Regulation** |  | | NM_133904 | Acacb | -2.152 | 2.043 | 4.166 |  | | NM_007428 | Agt | 3.625 | 1.675 | -7.189 |  | | NM_007426 | Angpt2 | 19.366 | 2.223 | -12.267 |  | | NM_009733 | Axin1 | -10.932 | 1.056 | 2.339 |  | | NM_007557 | Bmp7 | 2.009 | 1.564 | 4.168 |  | | NM_007631 | Ccnd1 | -4.685 | 1.678 | 9.016 |  | | NM_009870 | Cdk4 | -3.609 | 1.503 | 5.552 |  | | NM_007669 | Cdkn1a | -2.792 | 1.676 | 6.039 |  | | NM_009875 | Cdkn1b | -2.537 | 1.354 | 3.576 |  | | NM_007891 | E2f1 | -5.803 | 1.024 | 9.323 |  | | NM_010118 | Egr2 | -13.562 | 1.905 | 51.635 |  | | NM_007988 | Fasn | 10.948 | 1.678 | -12.389 |  | | NM_010591 | Jun | -3.086 | 1.204 | 10.184 |  | | NM_019390 | Lmna | -3.561 | 0.976 | 6.853 |  | | NM_022984 | Retn | 6.075 | 1.054 | -2.182 |  | | NM_019812 | Sirt1 | -2.116 | 1.114 | 2.630 |  | | NM_022432 | Sirt2 | -2.101 | 1.265 | 3.814 |  | | NM_009204 | Slc2a4 | 6.788 | 1.545 | -4.585 |  | | NM_009463 | Ucp1 | -5.107 | 1.354 | 4.051 |  | | NM_009525 | Wnt5b | 2.800 | 1.205 | 2.618 |  | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |
|  |
|  |
| Values represent means of fold regulation of 3 mice per condition (WT + HF diet, TG, TG + HF diet) compared to control (WT animals).  In red = genes upregulated > 2 fold compared to wild type mice  In blue = genes downregulated > 2 fold compared to wild type mice |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |
|  |

**Supplemental References**

1. Vinciguerra M, Veyrat-Durebex C, Moukil MA, Rubbia-Brandt L, Rohner-Jeanrenaud F, Foti M: **PTEN down-regulation by unsaturated fatty acids triggers hepatic steatosis via an NF-kappaBp65/mTOR-dependent mechanism**. *Gastroenterology* 2008, **134**(1):268-280.

2. Benegiamo G, Mazzoccoli G, Cappello F, Rappa F, Scibetta N, Oben J, Greco A, Williams R, Andriulli A, Vinciguerra M *et al*: **Mutual antagonism between circadian protein period 2 and hepatitis C virus replication in hepatocytes**. *PLoS One* 2013, **8**(4):e60527.

3. Kleiner DE, Brunt EM, Van Natta M, Behling C, Contos MJ, Cummings OW, Ferrell LD, Liu YC, Torbenson MS, Unalp-Arida A *et al*: **Design and validation of a histological scoring system for nonalcoholic fatty liver disease**. *Hepatology* 2005, **41**(6):1313-1321.

4. Mathur A, Marine M, Lu D, Swartz-Basile DA, Saxena R, Zyromski NJ, Pitt HA: **Nonalcoholic fatty pancreas disease**. *HPB (Oxford)* 2007, **9**(4):312-318.

5. Rappa F, Greco A, Podrini C, Cappello F, Foti M, Bourgoin L, Peyrou M, Marino A, Scibetta N, Williams R *et al*: **Immunopositivity for histone macroH2A1 isoforms marks steatosis-associated hepatocellular carcinoma**. *PLoS One* 2013, **8**(1):e54458.

# Supplementary material for: Histone macroH2A1.2 promotes metabolic health and leanness by inhibiting adipogenesis
**Source:** Epigenetics Chromatin. 2016 Oct 25;9:45. doi: 10.1186/s13072-016-0098-9
**Supplement:** Supplementary file 3 — Additional file 3. Figure S2. Increased glucose clearance because of enhanced insulin sensitivity in the muscle, liver and adipose tissue. Mice fed a chow diet were injected with insulin (INS, 0.75 U kg − 1) 15 min before being killed, after which phosphorylation status of AKT (Ser473) was determined by western blot. Representative immunoblots are shown in the skeletal muscle, liver and adipose tissue. Immunoblots were quantified by densitometry and normalized against total protein levels of AKT. *P < 0.05, ***P < 0.001 change WT + INS vs WT; ###P < 0.001 change Tg + INS vs Tg; $P < 0.05 Tg + INS vs WT + INS.

## Slide 1
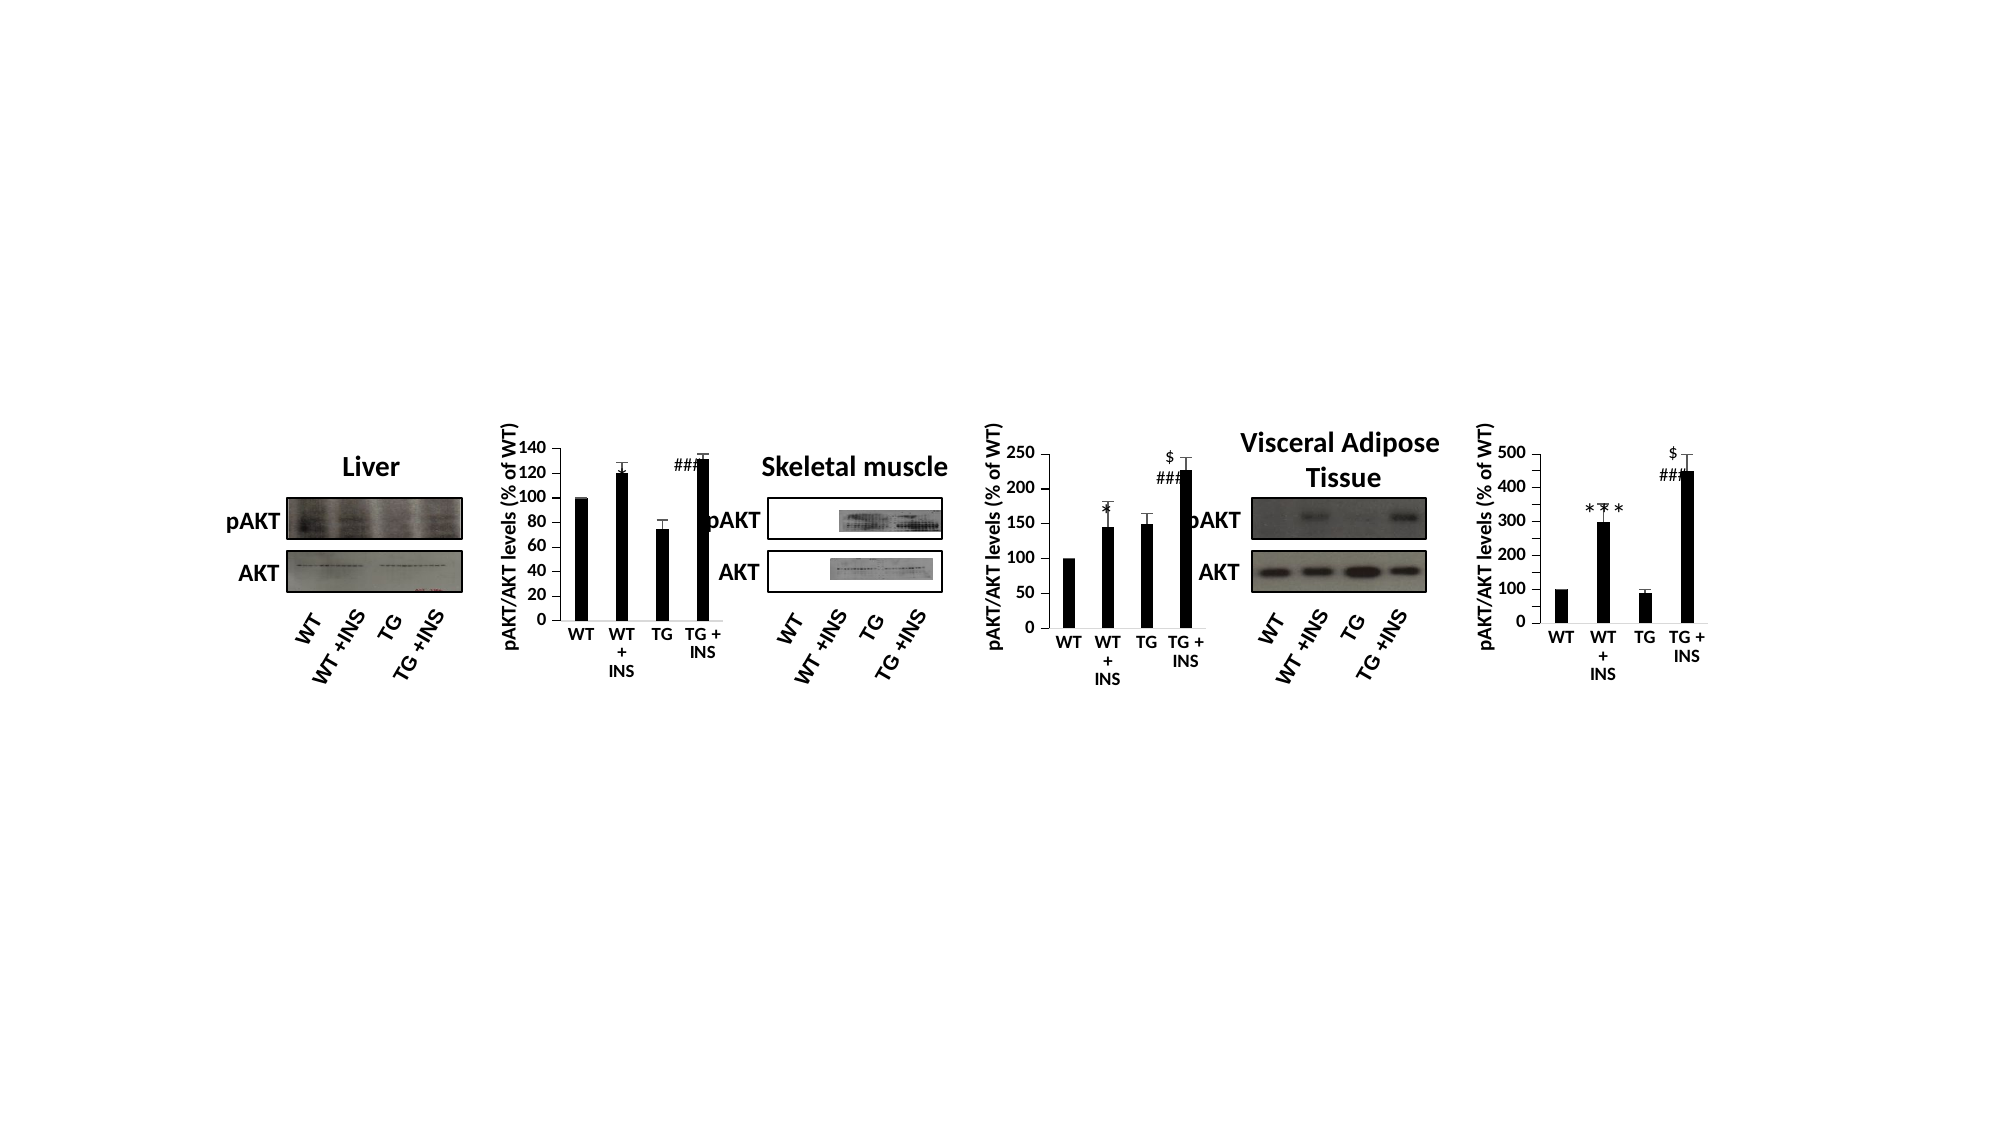

Visceral Adipose
Tissue
pAKT/AKT levels (% of WT)
pAKT/AKT levels (% of WT)
pAKT/AKT levels (% of WT)
$
###
$
###
Liver
### Chart
| Category | pAKT/AKT |
|---|---|
| WT | 100.0 |
| WT + INS | 120.0 |
| TG | 75.0 |
| TG + INS | 132.0 |Skeletal muscle
### Chart
| Category | pAKT/AKT |
|---|---|
| WT | 100.0 |
| WT + INS | 145.0 |
| TG | 150.0 |
| TG + INS | 227.0 |
### Chart
| Category | pAKT/AKT |
|---|---|
| WT | 100.0 |
| WT + INS | 300.0 |
| TG | 90.0 |
| TG + INS | 450.0 |###
*
***
*
pAKT
pAKT
pAKT
AKT
AKT
AKT
TG
TG
TG
WT
WT
WT
TG +INS
TG +INS
TG +INS
WT +INS
WT +INS
WT +INS

# Supplementary material for: Histone macroH2A1.2 promotes metabolic health and leanness by inhibiting adipogenesis
**Source:** Epigenetics Chromatin. 2016 Oct 25;9:45. doi: 10.1186/s13072-016-0098-9
**Supplement:** Supplementary file 4 — Additional file 4. Figure S3. MacroH2A1.1 and macroH2A1.2 expression in 3T3-L1 pre-adipocytes and adipocytes. 3T3-L1 pre-adipocytes with lentiviral-mediates stable expression of GFP, macroH2A1.1-GFP and macroH2A1.2-GFP were induced to differentiate into mature adipocytes as in Fig. 6. At the 1st, 5th and 15th day of differentiation, histones were extracted and processed for immunoblotting with anti-macroH2A1.1, macroH2A1.2 and anti-H3-specific antibodies. Representative blots are shown, together with MW ladder.

## Slide 1
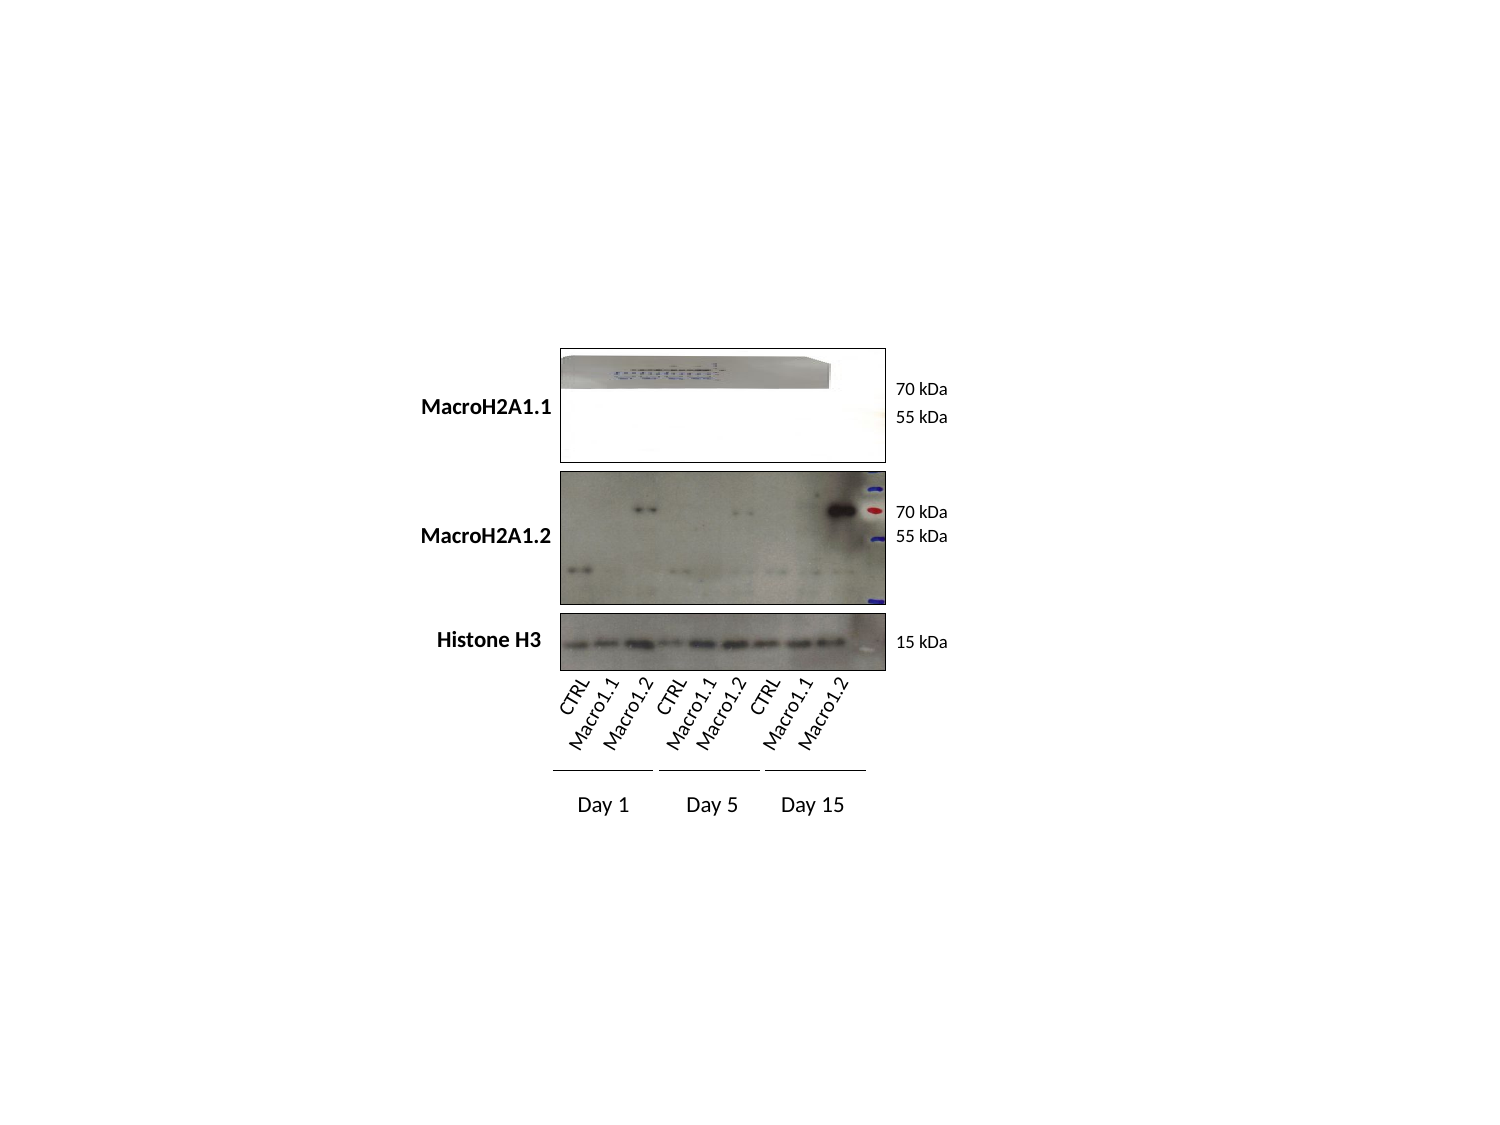

70 kDa
MacroH2A1.1
55 kDa
70 kDa
MacroH2A1.2
55 kDa
Histone H3
15 kDa
CTRL
CTRL
CTRL
Macro1.1
Macro1.2
Macro1.1
Macro1.2
Macro1.1
Macro1.2
Day 5
Day 1
Day 15

How the deposited data were processed for this re-analysis (not part of the article)

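Chromatin of 3T3-L1 cells expressing macroH2A1.2-GFP was immunoprecipitated with an anti-GFP antibody and sequenced by the authors before differentiation (pre-adipocytes, 2 replicates) and after it (mature adipocytes, 2 replicates), with a library made without antibody as control. Conditions and replicate numbers were taken from the sample titles and the paper. The description fields of both mature adipocyte samples name the state before differentiation, against their titles, and that of the control names GFP cells before differentiation with the anti-GFP antibody, against its title and its antibody field. All comparisons between conditions rest on the titles. The authors aligned single reads to mm10 with Bowtie, allowing up to 2 mismatches and uniquely mapping reads only, removed duplicates with Picard, and called enriched regions in each sample with SICER at its standard parameters. The deposited tables hold, for each region, its position, the raw count of ChIP reads and the raw count of control reads, neither scaled to library size. They also hold the p-value that the authors' SICER run gave for the ChIP count against the scaled control count, and the FDR derived from it. The deposited fold enrichment is the ratio of ChIP to control counts, scaled by the authors with the ratio of the library sizes. The control sample has no table of its own in the files analysed here. Reads, coverage tracks and total library sizes are not in the files analysed here either.

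Everything else was computed from these tables. Regions are 0-based with a closed end in the tables, in steps of 200 bp, and are printed 1-based. Each ChIP library's size relative to the control library was taken from the scaling of the fold enrichment, which was a single factor per sample. It was 1.20 and 0.549 in replicates 1 and 2 of pre-adipocytes and 1.23 and 1.21 in replicates 1 and 2 of mature adipocytes, and the median region held 186, 57, 128 and 121 ChIP reads in the same order. Regions of a sample that overlapped a region of the other replicate by at least 1 bp were kept as common regions, and those of both replicates were merged per condition. Tag density was the ChIP count divided by region length and multiplied by 100, on a log2 scale.

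Midpoints of regions were assigned to categories of GENCODE M21 basic transcripts in HOMER's order of priority by a script written for this purpose, since HOMER itself was not run. The distance to the nearest TSS was measured from the same midpoints. Overlap between conditions was tested by shifting regions around each chromosome, 1000 times for the main result, 200 times for each alternative and 100 times for the annotation. Values per sample were compared by exact permutation tests, which with 2 samples against 2 cannot give a two-sided p under 0.333. ChIP counts of the 12857 merged regions called in all 4 samples, out of 62927 merged regions, were tested with edgeR's quasi-likelihood test with TMM normalization, an offset of log region length and Benjamini-Hochberg adjustment. Regions not called in every sample, including those called in a single condition, were outside this test. That script was tested on simulated counts with 200 changed regions, of which it recovered 99%, with 5 unchanged regions called. The simulated log2 fold change was 1.5, larger than that of any region passing the threshold in the main fit. Recovery of smaller changes was not measured. Overlap functions were tested against brute-force counting on simulated regions. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

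The items named in the text follow a rule set before the files arrived. They are every gene the paper names in its ChIP-Seq text and the 20 genes of Fig. 6c, the 3 regions with the smallest adjusted p in each direction past 0.05, chromosomes 5, 7 and X, and the windows on these chromosomes with common regions in a single condition. Alternatives covered the FDR (1e-05), the fold enrichment (at least 2), the overlap between replicates (50% of both regions), all regions in place of common ones, leaving out each replicate, and, for single results, other normalizations, tests, windows, bins, gene extents and transcripts. The density of the GATA consensus in regions was planned and not computed, because no genome sequence was used here, and the motif enrichment of Fig. 11 was not analysed here for the same reason.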

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

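Wnt5b, a gene of the array in Fig. 6c that is outside the 16 genes the paper examined for occupancy, overlapped called regions in all 4 samples, 13 regions over the samples. It was flagged as a signal at a gene the paper did not examine. The gene (ENSMUSG00000030170.14) lies on chromosome 6 from 119432531 to 119544347 on the reverse strand. Replicates 1 and 2 of pre-adipocytes and replicate 1 of mature adipocytes had 3 regions in it, and replicate 2 of mature adipocytes had 4. Their fold enrichment ranged from 1.26 to 3.08, and a stretch of 400 bp from 119442801 to 119443200, inside introns, was shared by all samples. Only 1 of the 13 regions overlapped an exon. A candidate explanation is the length of the gene, 111.8 kb, since a long gene meets more regions by position alone. If so, at least 5% of the 200 protein-coding genes closest in length should have a region in all 4 samples, a prediction made before that share was computed. The share was 29.5%, or 59 of 200 genes, compared with 9.99% of all protein-coding genes. The limit of 5% lies under the share of all protein-coding genes, so the prediction could hardly have failed and does not test gene length. The share of 29.5% does show that regions in Wnt5b are not exceptional for its length, and gene length remains a candidate. No biological explanation was tested, since the gene had regions in both conditions. Of the other array genes outside the 16, Bmp7 overlapped 2 regions in replicate 1 of mature adipocytes only, and Axin1 and Cdk4 overlapped none.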

How the results depend on the processing

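All alternatives were fixed before the processed files arrived except those named here as chosen after seeing the data. Of 261 values under an alternative, 140 were counted as unchanged, 97 moved, 17 kept their direction without passing the threshold and 7 reversed. A difference or a tested share was counted as unchanged when it kept its direction and its side of the threshold, a number of regions, genes or windows when it stayed within 1.5 times, and any other value when it stayed within the SD between replicates, so unchanged values still differ in size. Some could not move, such as a pre-adipocyte value with a mature adipocyte replicate left out. The shares of exons, UTRs, TTS, promoter-TSS and non-coding sites were put under the alternatives only after seeing the data, and each moved most with transcripts that have a RefSeq match. The overlap of common regions between conditions exceeded that of shifted regions under every alternative, although its size ranged from 53.3% to 88.9% of pre-adipocyte regions and from 17.2% to 69.0% of mature adipocyte regions. The mean Jaccard index between conditions was lower than the mean of the replicate pairs under every alternative, but this did not hold for each pair. In the main setting the pre-adipocyte replicates, at 0.306, were lower than replicate 1 of pre-adipocytes with either mature adipocyte sample, and with a fold enrichment of at least 2 they were lower, at 0.118, than every pair between conditions, the lowest of which was 0.123. With the same number of regions in every sample this order reversed. The pre-adipocyte replicates then had 0.274, above every pair between conditions, the highest of which was 0.266. That setting cut mainly the mature adipocyte samples, so the reversed order cannot decide which pairs overlap more.

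The difference in median log2 tag density, 0.526 in the main setting, reversed to -0.582 when scaled by each sample's total of ChIP reads in regions, and to -0.0577 per library size relative to control, which was chosen after seeing the data. Both change the correction for depth, and the main setting has none. With a replicate block the difference was 0.526, which a balanced design fixes in advance, and with a replicate left out it ran from 0.186 to 0.930. The intergenic difference of -1.68 percentage points and the intron difference of 1.18 reversed to 0.630 and -1.12 with a fold enrichment of at least 2, which keeps 6339 regions of pre-adipocyte replicate 1 and 19628 of replicate 2. Across the 4 fits that each left out a replicate, the intergenic difference ran from -3.45 to 0.380 and the intron difference from -0.226 to 2.54. Leaving out a replicate replaces common regions of a condition by all regions of a sample, which differ in their shares, so differences of this size depend on the choice of regions.

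The number of common regions followed the filter directly. In pre-adipocytes and mature adipocytes it was 2700 and 8435 with a fold enrichment of at least 2, 6938 and 21806 with 50% reciprocal overlap, and 44938 and 65919 with all regions, against 18661 and 34396. Leaving out a replicate gave from 18661 to 38546 in pre-adipocytes and from 34396 to 61196 in mature adipocytes, because all regions of the remaining replicate are then taken. The number in mature adipocytes was the higher under every alternative with both replicates.

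The fullest upstream bin, starting at 4000 bp in pre-adipocytes and 2000 bp in mature adipocytes, is poorly fixed because neighbouring bins hold similar numbers. It started at 1000 bp with all regions of mature adipocytes, and with a replicate left out it ran from 1000 to 4000 bp in pre-adipocytes and from 1000 to 2000 bp in mature adipocytes. Chosen after seeing the data, transcripts with a RefSeq match gave 4000 bp in mature adipocytes, and 10 bins per factor of 10 gave 15849 bp in both conditions, since such bins widen with distance.

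The number of listed genes with a region in both replicates of a condition, 3 in the main setting, was 6 with 5 kb added on both sides, 6 with a region in any sample and 0 with a fold enrichment of at least 2. By the gene of the nearest TSS it was 7, and with a replicate left out it ran from 3 to 5, both chosen after seeing the data. Windows with common regions in a single condition numbered 6 in the main setting, 14 at an FDR of at most 1e-05, 51 with a fold enrichment of at least 2, 21 with 50% reciprocal overlap and 38 with windows of 2 Mb, and ran from 1 to 17 with a replicate left out. Fewer regions per window make an empty window more frequent.

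Regions with changed tag density numbered 11 of 12857 in the main fit, 27 with a replicate block, 3 without the length offset, 27 with at least 50 ChIP reads in every sample, 2 with DESeq2 and 0 with limma. They ran from 1 to 224 with a replicate left out. The count is therefore not fixed by these data beyond being a small share of the tested regions. The 4 named regions kept their direction in all 9 other fits. Their adjusted p was under 0.05 with the replicate block and with the filter on reads, but in none of the 4 without the length offset (edgeR) or with limma. With DESeq2, only the regions of chromosome 17 starting at 82484001 and 82281201 passed. Over the 9 fits, the regions of chromosome 17 starting at 82484001, 82281201 and 82530201 passed in 7, 5 and 3, and the region of chromosome 6 passed in 4.

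Depth may limit the pre-adipocyte results, since the common regions of that condition cannot include what replicate 2 was too shallow to show. Replicate 2 nevertheless had more called regions (38546) than replicate 1 (36468). Its depth alone did not account for the lower overlap between conditions or for the common regions found in mature adipocytes only. The density of the GATA consensus and its alternatives were not run, because the reference holds no genome sequence.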

Differences from the paper's values

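For the peak of the distance distribution, the paper's value is -7000 bp from the TSS, the near end of the range it gives for both conditions. The fullest 1 kb bin computed from the deposited regions started at -4000 bp in pre-adipocytes and -2000 bp in mature adipocytes. None of the alternatives set before the files arrived closed the gap in either condition. In pre-adipocytes, transcripts with a RefSeq match gave -5000 bp, within the limits of the comparison, a setting chosen after seeing the values. In mature adipocytes the same setting gave -4000 bp and left the gap.

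For the median log2 tag density, the paper's value for mature adipocytes is about 1.9 in Fig. 8a, read by eye, and the computed value was 1.95 ± 0.00193 (SD, n = 2). The gap is larger than the SD between replicates under every alternative with both mature adipocyte replicates set before the files arrived. With all regions of each sample the value was 1.93. A value read by eye as about 1.9 is coarser than such an SD, so the gap cannot be taken as a difference from the paper. In pre-adipocytes the paper's value is about 1.8 in Fig. 8a, read by eye, and the computed mean was 1.42 ± 0.551 (SD, n = 2), a gap smaller than the SD. Replicate 1 of pre-adipocytes alone had 1.76 over all its regions and 1.81 over common regions, and replicate 2 had 1.02 and 1.03.

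Among sites outside introns and intergenic DNA, the paper's shares in Fig. 8b, read by eye, are about 22% in pre-adipocytes and about 20% in mature adipocytes for exons, against computed shares of 7.99% and 9.00%. For 3′ UTRs the paper's share is about 16% in both conditions in Fig. 8b, against 7.32% and 7.43%. For non-coding sites it is about 6% in both conditions in Fig. 8b, against 15.1% and 14.7%. For 5′ UTRs it is about 2% in both conditions in Fig. 8b, against 0.840% and 0.637%. None of the alternatives set before the files arrived closed any of these gaps. With GENCODE transcripts that have a RefSeq match, a setting chosen after seeing the values, the shares were 19.2% in both conditions for exons, 16.3% and 16.5% for 3′ UTRs, 6.21% and 6.41% for non-coding sites, and 2.04% for 5′ UTRs in pre-adipocytes, all within the limits of the comparison. The 5′ UTR share in mature adipocytes was 1.20% and stayed outside them.

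The intergenic share of about 76% and about 74% in Fig. 8b, read by eye, was 63.7% and 62.0% here, and the intron share of about 22% and about 24% was 31.0% and 32.2%, which are within 1.5 times of the paper's. With the RefSeq match, chosen after seeing the values, they were 74.8% and 72.8% for intergenic DNA and 22.9% and 24.6% for introns. The paper describes binding as enriched in introns as well as in intergenic DNA. Compared with regions shifted around their chromosomes, the intron share was lower, 31.1% against 41.8% in pre-adipocytes and 32.5% against 41.5% in mature adipocytes.

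The paper names Ucp1, Cdkn1a, Fasn and Slc2a4 as the only listed genes with enriched regions, at an FDR limit of 1%. The deposited regions stop at an FDR of 0.001. Regions with an FDR between these limits could not appear here, so the absence of Fasn and Slc2a4 is not settled as a difference. Regions overlapped the bodies of 6 listed genes in at least 1 sample, among them Ucp1 and Cdkn1a, with Acacb, Agt, Sirt1 and Angpt2 in place of Fasn and Slc2a4. At an FDR of at most 1e-05 the number was 4, but the genes were Acacb, Agt, Ucp1 and Cdkn1a. With 5 kb added on both sides, 9 genes had a region, and these included Fasn and Slc2a4. The paper's methods annotate peaks to the nearest gene. By the gene of the nearest TSS, a setting chosen after seeing the data, 9 genes also had a region, with neither Fasn nor Slc2a4 among them. The paper describes its regions as differing between duplicates, and 3 of these genes, Acacb, Agt and Sirt1, had regions in both replicates of mature adipocytes.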

Other observations

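Chromosomes differed widely in the share of their length covered by regions, in nearly the same order in every sample. The mean over samples was 0.962% on chromosome X, 1.17% on chromosome 7 and 22.7% on chromosome 15. A copy number difference between chromosomes of this cell line, visible as reads of the control library, may contribute. Across the 20 chromosomes, the share covered rose with the median control reads per kb in regions (Spearman rho = 0.561, permutation p = 0.0112, adjusted p = 0.0224 over 2 relations; Pearson r = 0.621, permutation p = 0.00322, adjusted p = 0.00644), and the prediction was written after the control values of 3 chromosomes had been seen. Without chromosomes X and 7, the farthest from the median control value, rho fell to 0.397 and r to 0.406, so the relation rests in part on these chromosomes. Within each of the 4 samples rho was between 0.567 and 0.629. Control reads were available only inside called regions, which is not an independent measure of copy number. Gene density, predicted beforehand to lower the share, gave a Spearman rho of 0.275 (permutation p = 0.237, adjusted p = 0.237; Pearson r = 0.135, permutation p = 0.569, adjusted p = 0.569), the opposite sign of the prediction. Without chromosomes 7 and 11, r was 0.446. No biological explanation was tested.

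Chromosome X had fewer common regions per Mb than every autosome in both conditions. Median control reads per kb in its regions were from 0.712 to 0.745 times the autosomal median in the 4 samples. The limit of 0.75 set beforehand for a copy number explanation was met by a narrow margin, so lower copy number of chromosome X in the control library remains a candidate explanation. It was not separated from other causes.

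Mature adipocytes had more called regions than pre-adipocytes, and depth alone did not account for this. At nearly equal library size, the mature adipocyte samples had on average 1.65 times as many regions as replicate 1 of pre-adipocytes, while they covered 1.03 times as many base pairs. The higher number thus came with a similar total length in shorter regions, which restates these values and does not explain them. Whether the mature adipocyte regions were the same sequence cut into more pieces was not settled. The Jaccard index of replicate 1 of pre-adipocytes with the mature adipocyte samples was 0.428 on average, against 0.490 between the mature adipocyte replicates. Of the regions of replicates 1 and 2 of mature adipocytes, 59.5% and 59.3% overlapped a region of it, against 73.8% and 73.9% for each other. The mature adipocyte replicates thus also differed from each other, so these values cannot exclude splitting. The predictions for depth and for splitting of wide regions were both written after these numbers had been seen, and the comparison rests on a single pre-adipocyte sample. Replicate 2 of pre-adipocytes had the narrowest regions, and its library was 0.453 times the mean of the others, so its narrow regions are consistent with low depth, a prediction also made after the result was seen.

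In the main setting, the pre-adipocyte replicates overlapped each other less than replicate 1 overlapped the mature adipocyte samples. With the same number of regions in every sample they overlapped each other more, but that setting cut mainly the mature adipocyte samples. If the low depth of replicate 2 were all that lowered the overlap between conditions, replicate 1 should have come within 0.05 of the Jaccard index of the mature adipocyte replicates. It was lower by 0.0614, just outside that limit. Of 17349 common regions found in mature adipocytes only, 39.5% overlapped a called region of replicate 1 of pre-adipocytes, under the 50% predicted for an effect of depth alone but above the 19.2% of shifted regions. That prediction was written before this share was computed but after the overlap of the conditions had been seen. A called region of replicate 2 was overlapped by 16.6% of them and a called region of either replicate by 53.3%, so more than 50% of the common regions found in mature adipocytes only had been called in a pre-adipocyte sample. For those called in replicate 1 alone, the depth of replicate 2 may be a reason, but it cannot be one for those called in replicate 2 alone. With 2 replicates per condition, the remainder cannot be told apart from variation between samples.

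Of the 11 regions with changed tag density, 6 lay within 1320.8 kb on chromosome 17, from 81354601 to 82675400, all higher in mature adipocytes, with log2 fold changes from 0.346 to 0.551. Another 14 tested regions inside this stretch did not pass the threshold. A change in copy number of a wider segment was considered, with the prediction written after the first 3 regions had been seen and before the surrounding ones were examined. The median log2 fold change of 117 other tested regions within 5 Mb was 0.0102, and 64 of the 117 were above 0, so a wider segment was not raised. A difference in region width was predicted beforehand to mark changed regions. The median absolute log2 ratio of region lengths was 1.08 times that of the other regions, under the 1.5 times predicted. A gain confined to this stretch, and a batch difference between the conditions, were not tested, so no biological reading is offered.

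A fold enrichment of at least 10 was reached by 63 regions over the 4 samples, none shared between samples. They had a median of 3 control reads and a median length of 800 bp. Reads from the macroH2A1 cDNA of the transgene were predicted beforehand to explain at least 50% of them by falling on exons of H2afy (chromosome 13 from 56073619 to 56136361). The share was 0%, so none of these regions lay on exons of H2afy. The 63 regions are separate from each other, so the exons of a single gene could hardly have held 50% of them, and the prediction was a weak test. With so few control reads the ratio itself is imprecise.

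Regions with over 10 times the median control reads per kb numbered 4 and 12 in replicates 1 and 2 of pre-adipocytes and 3 and 4 in replicates 1 and 2 of mature adipocytes. Their median fold enrichment was at most 1.54 in any sample and lower than that of the other regions in every sample. Control reads are the denominator of the fold enrichment, so a lower value follows from how these regions were chosen, and the comparison, whose prediction was written after the largest of them had been seen, cannot show whether reads pile up there without antibody. They held at most 0.575% of the ChIP reads in regions of any sample.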
